# Polycomb-mediated repression of EphrinA5 promotes growth and invasion of glioblastoma

**DOI:** 10.1038/s41388-020-1161-3

**Published:** 2020-01-27

**Authors:** Barbara Ricci, Thomas O. Millner, Nicola Pomella, Xinyu Zhang, Loredana Guglielmi, Sara Badodi, Dario Ceric, Carolina Gemma, Erica Cognolato, Ying Zhang, Sebastian Brandner, Michael R. Barnes, Silvia Marino

**Keywords:** Cancer models, Mechanisms of disease

## Abstract

Glioblastoma (GBM) is the most common and most aggressive intrinsic brain tumour in adults. Integrated transcriptomic and epigenomic analyses of glioblastoma initiating cells (GIC) in a mouse model uncovered a novel epigenetic regulation of EfnA5. In this model, Bmi1 enhances H3K27me3 at the *EfnA5* locus and reinforces repression of selected target genes in a cellular context-dependent fashion. EfnA5 mediates Bmi1-dependent proliferation and invasion in vitro and tumour formation in an allograft model. Importantly, we show that this novel Polycomb feed-forward loop is also active in human GIC and we provide pre-clinical evidence of druggability of the EFNA5 signalling pathway in GBM xenografts overexpressing Bmi1.

## Introduction

Malignant gliomas are the most common intrinsic brain tumours in adults. They grow highly invasively, cannot be completely resected by surgery, and conventional anticancer treatments have limited efficacy, resulting in a dismal overall prognosis. Dysregulation of epigenetic mechanisms, together with genetic mutations, is an essential driver in the progression of malignant gliomas (reviewed in [1]). Therefore, to identify novel druggable targets, it is essential to elucidate the molecular mechanisms of this epigenetic dysregulation.

Polycomb group proteins (PcG) are chromatin associated proteins that maintain hereditable gene repression through histone modification and chromatin remodelling. At least two distinct PcG complexes have been identified, PRC1 and PRC2 (reviewed in [2]). PRC2 is composed of a catalytic subunit, Ezh2, which binds to Suz12 and EED to catalyse trimethylation of histone H3 at lysine 27 (H3K27me3), a bona fide epigenetic silencing mark. PRC1 depends upon PRC2 for recruitment to PcG target genes and is responsible for mono-ubiquitylation of histone H2A at lysine 119 (H2AK119u), an enzymatic activity dependent on the E3 ubiquitin ligase activity of Ring1B, which is enhanced by Bmi1. This sequence of events induces chromatin compaction and inhibition of transcription elongation (reviewed in [3]), although alternative mechanisms of action have also been described [4].

The role of several PcG genes, during the development of the mammalian central nervous system (CNS) and in the maintenance of postnatal stem cells in the adult brain, has been extensively characterised (reviewed in [5]). Loss of function studies in the mouse have shown that Bmi1 is essential for regulation of cell cycle entry of neural progenitors and for self-renewal of neural stem cells (NSC) [6–8]. These actions are, at least in part, mediated through transcriptional repression of the *ink4a* locus, encoding for p16^ink4a^ and p19^arf^ [6], and of the cell cycle inhibitor p21^waf1/cip1^ [9, 10].

Cells with “stem-like” properties have been described in many cancers. These cells are essential for tumour maintenance and they frequently express stem cell genes as well as exhibit a stem cell-like chromatin structure. Bmi1 is highly expressed in glioblastoma stem/initiating cells (GIC) [11] and microRNAs—miR128 and miR218—have been identified, which specifically block glioma self-renewal through Bmi1-downregulation [12, 13]. In keeping with these data, increased tumour latency and a shift towards glioma of a lower histological grade were observed in an experimental murine glial tumour arising in ink4a/arf deficient mice bred into a *Bmi1*^−/−^ background [14]. Interestingly, knockdown of BMI1 in human GIC (hGIC) significantly reduced tumour growth in a xenograft mouse model [15]. The role of Ezh2 in oncogenesis is also well characterised and it has been shown to be multimodal. In gliomagenesis, somatic mutations of histone H3 variant H3F3A have been described in paediatric tumours (DIPGs), leading to depletion of H3K27me3 on canonical H3 because of inhibition of PRC2 activity [16]. EZH2 has also been shown to contribute to the pathogenesis of adult high grade gliomas (HGG) via a non-histone mediated interaction with STAT3. In this case, the trimethylation of STAT3 at K180 by EZH2 was essential for aberrant STAT3 activation in GIC [17], a finding known to be associated with poor survival in patients with GBM [18]. There is likely a complex interplay between BMI1 and EZH2 in GBM and recent evidence shows that strategies that simultaneously target multiple epigenetic regulators may be required to control GBM growth [19].

We have recently demonstrated that conditional overexpression of Bmi1 has a different functional impact on CNS development depending on the differentiation stage of neural precursor cells [20], and that this is mediated by the amount of H3K27me3 at the promoter region of selected target genes in a cell-context-dependent fashion [21]. We have also shown that GIC isolated from a mouse model of HGG [22] show a similar epigenetic regulation of Bmi1 target genes [21]. These data are in keeping with increased H3K27me3 being a general mechanism mediating the functional outcome of elevated Bmi1 expression in both non-neoplastic and neoplastic contexts.

Here we have used a combined genome-wide and target gene-driven approach to comprehensively identify target genes and pathways mediating Bmi1 function specifically in GIC as compared with NSC. The availability of non-neoplastic NSC engineered to overexpress Bmi1 allowed us to mimic the physiological fluctuation of Bmi1 expression during neural differentiation.

## Results

### Differential redistribution of the H3K27me3 mark in mGIC as compared with NSC

In order to define the cellular pathways deregulated in gliomagenesis in a Bmi1-dependent, H3K27me3-mediated manner, we used a well-established mouse model of gliomagenesis that relies on the loss of *PTEN* and *p53*, two of the most common genetic alterations in *IDH* wild-type glioblastoma (GBM) [23]. The model relies on Adeno-Cre-mediated recombination of floxed alleles, either by intraventricular virus injection or by in vitro treatment of NSC prior to their intracerebral injection [22]. HGG develop with good penetrance in this model and cells with tumour initiating properties (mGIC) can be effectively propagated in culture. Our previous findings have shown overexpression of Bmi1 and increased global levels of H3K27me3 in these cells, as compared with NSC [21].

We performed ChIPSeq for H3K27me3 and RNASeq to investigate the genome-wide correlation between the redistribution of this PRC2 mark and its transcriptional impact in gliomagenesis. 

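The RNASeq data analysed here came from 2 cultures of NSC, neural stem cells prepared from wild-type E16.5 mouse embryos, and from 2 cultures labelled NSC Bmi1 Over, taken from embryos of the same age carrying the Bmi1 transgene. The mGIC libraries were not analysed here. The authors trimmed the reads, aligned them to the mm10 mouse genome with STAR and deposited the number of reads counted on each gene, without normalisation. In NSC, 29325893 reads were counted on genes in replicate 1 and 24578802 in replicate 2. In the libraries labelled NSC Bmi1 Over, 18112100 reads were counted in replicate 1 and 61353076 in replicate 2. The share of all reads that STAR could not map was 11.2% and 13.8% in NSC and 16.2% and 17.6% in the libraries labelled NSC Bmi1 Over. The 10 most abundant genes took between 5.23% and 10.1% of the counted reads. As the strand columns had nearly equal totals, the unstranded counts were used. Counts were normalised by the trimmed mean of M-values and compared with edgeR's quasi-likelihood F-test, as in the methods of the paper. The test covered the 15521 genes with enough reads for it, without the paper's biotype filtering, and p was adjusted by the Benjamini-Hochberg method. Values per library are given as CPM, the counts scaled to the normalised library size. With 2 cultures per group, no exact permutation test of a single gene can give a two-sided p below 0.333.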

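The ChIPSeq data analysed here were 1 list of H3K27me3 peaks for NSC and 1 for NSC Bmi1 Over. The authors aligned the reads to mm10 with Bowtie, discarded multi-mapped reads, kept a single library per condition, and called broad peaks with MACS2, which compares the reads in a region with a background. The shifting model and the dynamic background were disabled, with a minimum fold enrichment of 2 and a false discovery rate of 0.05 in the paper's methods. For each peak the deposited lists give its position, its fold enrichment and its −log10 q, all computed by the authors. The number of reads behind each list is not in the lists. The text of the paper gives totals of 17400000 and 3900000 aligned reads for the 2 NSC replicates and 6400000 and 4500000 for those of NSC Bmi1 Over. The replicate kept was chosen on the number of reads, quality scores and fingerprint plots, and is not named. The smallest fold enrichment in the NSC list was 3.52 and in the NSC Bmi1 Over list 4.03, and the smallest −log10 q was 1.77 and 1.96. The shortest peak in both lists was 200 bp. Peaks were counted as shared when they overlapped by at least 1 bp, and a gene was counted as marked when a peak lay within 5 kb of any of its transcription start sites (TSS) in the GENCODE annotation of the same build. As there was 1 library per condition, differences between the lists have no replicate error and were not tested. Nothing in a peak list allows the label of its library to be checked.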

To mimic the physiological fluctuation of Bmi1 expression in NSC we compared mGIC to non-neoplastic NSC expressing basal or increased (Bmi1^Over^) levels of Bmi1 (Fig. 1a). 

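*Bmi1* (ENSMUSG00000026739) lies on chromosome 2 of mm10 from 18677018 to 18686629. Its count normalised by the trimmed mean of M-values was 133.3 and 123.5 CPM in the 2 NSC cultures and 118.6 and 112.6 CPM in the 2 cultures labelled NSC Bmi1 Over. The mean was 128.4 ± 6.93 CPM (SD, n = 2) in NSC and 115.6 ± 4.28 CPM (SD, n = 2) in the libraries labelled NSC Bmi1 Over. The log2 fold change was −0.15 (standard error 0.12), with an adjusted p of 0.463 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Reads counted on the mouse *Bmi1* gene were therefore not higher in any library labelled NSC Bmi1 Over than in NSC, and directions given for these libraries rest on their labels. With normalisation to library size alone, which moved *Bmi1* most, the log2 fold change was −0.30. With each culture left out in turn, it stayed between −0.21 and −0.10. No annotated gene overlaps the exons of *Bmi1*, and the counts do not tell whether reads of the transgene map to the mouse gene.

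**Figure D1:**
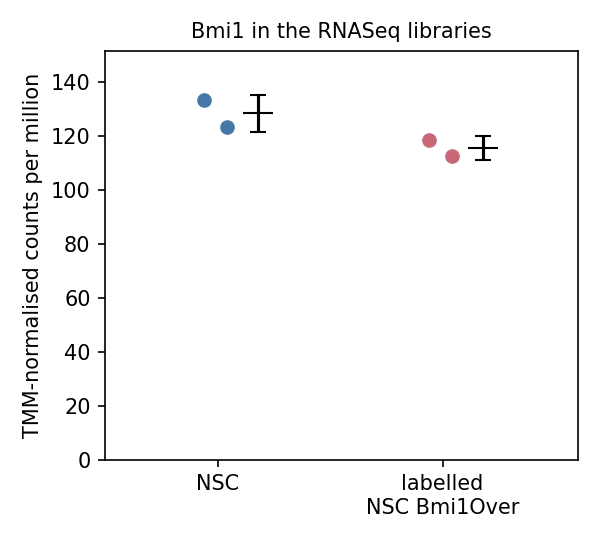
Normalised *Bmi1* counts (CPM) in each RNASeq library (points), with the mean and SD of each group beside them (n = 2). The NSC libraries are at 133.3 and 123.5 CPM and those labelled NSC Bmi1 Over at 118.6 and 112.6 CPM.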

Two biologically independent NSC cultures, two NSC Bmi1^Over^ cultures, isolated from *NestinCre;STOPFloxBmi1*, and two mGIC cultures were used for this study.

**Fig. 1:**
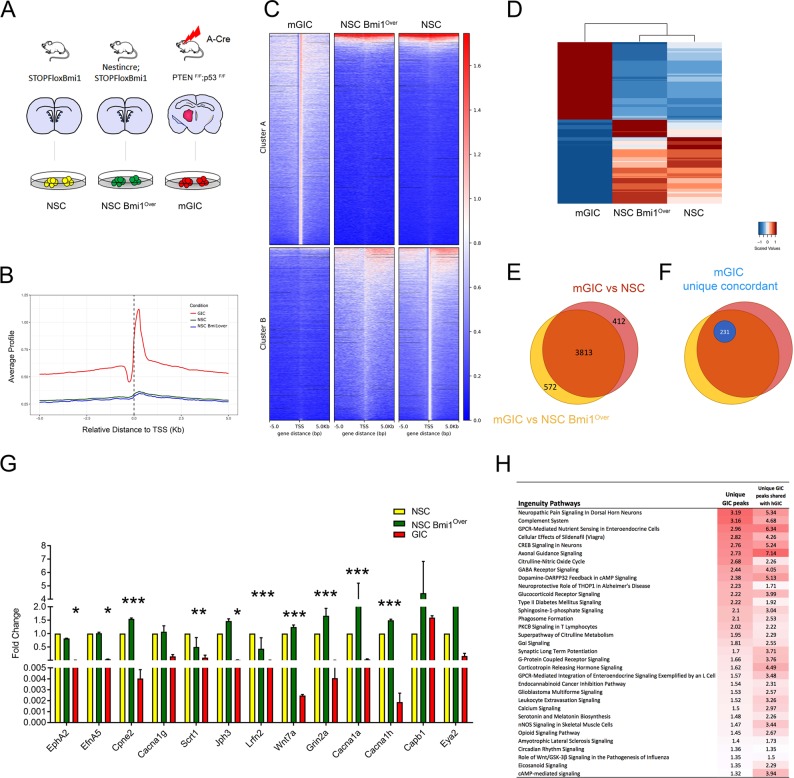
Genome-wide analysis of genes and pathway deregulated in mGIC. **a** Schematic of the experimental setup (non-neoplastic NSC and NSC Bmi1^Over^ as well as neoplastic mGIC). **b** Average profile for H3K27me3 across the three studied genotypes—mGIC, NSC Bmi1^Over^ and NSC—within 5 kb of the TSS. Scores associated with significantly called peaks in mGIC are plotted over the genomic regions of the three genotypes, centred at the TSS. **c** The heatmap for H3K27me3 across the three studied genotypes—mGIC, NSC Bmi1^Over^ and NSC. Scores associated with significantly called peaks in mGIC (top panels, cluster A) and in NSC (bottom panels, cluster B) are plotted over the genomic regions of the three genotypes, centred at the TSS. **d** The heatmap of relative expression of genes deregulated in mGIC across the three studied genotypes—mGIC, NSC Bmi1^Over^ and NSC. **e** Venn diagram showing genes uniquely or commonly repressed in the comparisons mGIC vs NSC Bmi1^Over^ and mGIC vs NSC. **f** Proportion of commonly repressed genes in mGIC concomitantly enriched for H3K27me3 (mGIC unique concordant) is shown in blue. **g** qPCR showing the expression levels of a selection of deregulated genes in biologically independent replicas of NSC, NSC Bmi1^Over^ and mGIC (*n* = 3). *p < 0.05; **p < 0.01; ***p < 0.001, error bars represent ±SEM. **h** IPA analysis identifying canonical pathways specifically and significantly enriched for H3K27me3 in mGIC compared with hGIC of a publicly available dataset (numbers indicate –log(*p* value) and threshold for significance is 1.3; red indicates significantly higher levels of H3K27me3 and white indicates lower).

Analysis of the ChIPSeq datasets using MACS2 identified unique peaks in the neoplastic (cluster A) and non-neoplastic (cluster B) Bmi1 overexpressing context (Fig. 1b, c). 

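The peak list of NSC held 12982 peaks covering 11542075 bp, and that of NSC Bmi1 Over held 6810 peaks covering 4807073 bp. The median peak length was 355 bp in NSC and 370 bp in NSC Bmi1 Over. Of the NSC Bmi1 Over peaks, 5303 (77.9%) overlapped an NSC peak and 1507 did not. Of the NSC peaks, 2725 (21%) overlapped an NSC Bmi1 Over peak and 10257 did not. Since broad NSC peaks often covered several shorter NSC Bmi1 Over peaks, the counts of shared peaks differ between the lists. When only peaks of at least 1000 bp were kept, 99% of the NSC Bmi1 Over peaks overlapped an NSC peak and 11 did not. With a −log10 q of at least 3, 5188 peaks remained in NSC and 3654 in NSC Bmi1 Over. With a fold enrichment of at least 5, a limit added after the data were seen, 1413 peaks remained in NSC and 2715 in NSC Bmi1 Over, which reverses the order of the lists in number but not in length covered (5921695 and 3133010 bp), and 53.5% of the NSC peaks overlapped an NSC Bmi1 Over peak. The widest peaks of NSC without an NSC Bmi1 Over peak were 3585 bp on chromosome 11 from 24077532 to 24081116 in *Bcl11a*, 3563 bp on chromosome 8 from 91803575 to 91807137, and 3343 bp on chromosome 6 from 91841746 to 91845088, the last 2 in no protein-coding gene. The widest peaks of NSC Bmi1 Over without an NSC peak were shorter, at 801 bp on chromosome 8 from 121395536 to 121396336 in *Gm20388*, 799 bp on chromosome X from 76102291 to 76103089, and 729 bp on chromosome 6 from 6820368 to 6821096, again the last 2 in no protein-coding gene. The widest peak of NSC spanned 142094 bp over the *Hoxc* cluster on chromosome 15 from 102906853 to 103048946, whereas the widest of NSC Bmi1 Over spanned 15320 bp at *Gata4* on chromosome 14 from 63256318 to 63271637. All 39 *Hox* cluster genes had a promoter peak in both lists.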

Pathway analysis on the ingenuity pathway analysis (IPA) platform identified axonal guidance signalling, glioblastoma multiforme signalling, role of Wnt/GSK-3β signalling and ephrin A signalling, among others, as enriched in mGIC (Fig. S1A).

Comparisons of the transcriptome of mGIC vs NSC and mGIC vs NSC Bmi1^Over^ identified 7319 shared differentially expressed genes (Fig. 1d; 91% and 84% of all deregulated genes, respectively), of which 3813 were specifically downregulated in mGIC (Fig. 1e). We chose to validate 13 genes that were enriched in pathways of interest, or highlighted as likely to be important in GBM pathobiology after thorough literature review. Of these genes, 10/13 were confirmed to be reduced specifically in mGIC in biological replicas of NSC, NSC Bmi1^Over^ and mGIC (Fig. 1g).

To determine the molecular pathways that are transcriptionally regulated by the PRC2-mediated H3K27me3 mark, we integrated the RNASeq and ChIPSeq datasets. This identified a core subset of 231 genes that had acquired the H3K27me3 mark in mGIC but not NSC or NSC Bmi1^Over^ (defined as “unique”), and that also had concomitant reduced expression (defined as “concordant”) (Fig. 1f). These 231 genes showed significant overlap with 33 datasets of the NIH Roadmap Epigenomics H3K27me3 ChIPSeq database (http://www.roadmapepigenomics.org/) (Fig. S1B).

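For the non-neoplastic side of this integration, 1958 protein-coding genes had an H3K27me3 peak within 5 kb of a TSS in NSC and 977 in NSC Bmi1 Over, of which 923 were marked in both. The mark was called at 54 genes in NSC Bmi1 Over alone and at 1035 genes in NSC alone. With the window narrowed to 1 kb, 1437 genes were marked in NSC and 666 in NSC Bmi1 Over. In each of the 4 RNASeq libraries, the genes marked in the peak list of the same label had a lower median expression than the others, here in CPM of the counted reads without further scaling. Over the 1950 genes marked in NSC that the count files list, it was 0.443 and 0.407 CPM in the 2 NSC cultures, against 5.73 and 5.41 CPM for the genes without a promoter peak. In the 2 cultures labelled NSC Bmi1 Over it was 0.166 and 0.212 CPM, against 4.75 and 4.68 CPM. Expression was then compared between the RNASeq libraries labelled NSC Bmi1 Over, whose *Bmi1* counts were not raised, and NSC, over 3 lists of genes, with p from camera on the edgeR model adjusted over the 3 lists. Of the 54 genes marked in NSC Bmi1 Over alone, 23 were expressed enough to test, and 10 of them were higher in the libraries labelled NSC Bmi1 Over. Their median log2 fold change was −0.12, at percentile 5.74 of 10000 random lists of genes matched on expression. The direction from camera was upwards, opposite to the sign of this median (adjusted p = 0.794 from camera). This median was 0.02 without NSC replicate 1, 0.05 without NSC Bmi1 Over replicate 2 and 0.15 with the window of 1 kb, which moved it past the threshold. Of the 1035 genes marked in NSC alone, 624 were tested and 372 were higher, with a median log2 fold change of 0.14, at percentile 100 of the random lists. This did not pass the threshold after adjustment over the 3 lists (adjusted p = 0.0554 from camera). With the window of 1 kb it passed, and without NSC Bmi1 Over replicate 2 the median was 0.04. When only peaks with a fold enrichment of at least 5 were kept, a limit added after the data were seen, the genes marked in NSC Bmi1 Over alone passed the threshold (adjusted p = 0.0437 from camera) and those marked in NSC alone did not (adjusted p = 0.33 from camera). Of the 923 genes marked in both, 419 were tested, with a median of 0.21 (adjusted p = 0.0164 from camera). No list passed the threshold under fry or under camera with an estimated correlation between genes. The mGIC peaks and expression that define the unique and concordant genes were not analysed here.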

To begin to assess the translational value of our findings in human GBM, this core subset of genes was comparatively analysed in a publicly available H3K27me3 ChIPSeq dataset of hGIC [24]. In total, 97/231 genes shared the mark in both mGIC and hGIC (Fig. S1C), and a high overlap was found in the molecular pathways that were enriched in both mouse and human contexts (Fig. 1h).

### Transcriptional regulation is Bmi1-dependent in a proportion of H3K27me3 marked genes

To assess which of the genes identified in the screening described above were dependent on Bmi1 expression, we silenced Bmi1 in mGIC cultures with shRNA (Fig. 2a) and then assessed the expression levels of the genes previously validated. We found that 2/10 validated genes, EfnA5 and Jph3, were upregulated upon Bmi1 silencing, demonstrating that their regulation is Bmi1-dependent (Fig. 2b). Upregulation of EfnA5 upon Bmi1 silencing was confirmed at the protein level by means of western blot (Fig. S2A).

**Fig. 2:**
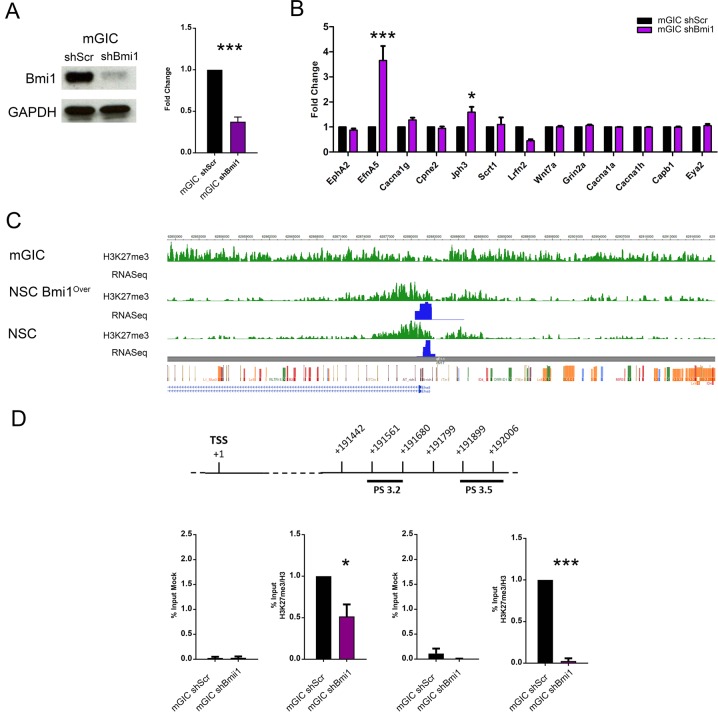
Assessment of Bmi1-dependency of deregulated genes. **a** Western blot (left) and quantification (right) showing effective Bmi1 silencing in shBmi1 mGIC compared with the control shScr (*n* = 4). **b** qPCR analysis of Bmi1-dependency of candidate gene expression (*n* = 3). **c** Visualisation of the EfnA5 locus, centred on the TSS, shows a differential H3K27me3 distribution (green) and expression (blue) between mGIC and the non-neoplastic NSC and NSC Bmi1^Over^. **d** Schematic representation of the EfnA5 region where PS 3.2 and PS 3.5 primer pairs allign (top), and quantification of qChIP assay (bottom) confirms that the H3K27me3 levels depend on Bmi1 expression in mGIC. Immunoprecipitated chromatin (mock) was used as negative control (*n* = 6). *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; error bars represent ±SEM.

Our ChIPSeq data showed widespread enrichment for H3K27 trimethylation at the *EfnA5* locus in mGIC, as compared with both NSC and NSC Bmi1^Over^, which was accompanied by reduced expression with RNASeq (Fig. 2c). 

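*Efna5* (ENSMUSG00000048915) lies on the minus strand of chromosome 17 of mm10 from 62604184 to 62881317, with its TSS at 62881317. In NSC, 4 H3K27me3 peaks lay within 5 kb of the TSS. The widest was 5324 bp, from 62877116 to 62882439, spanned the TSS and exon 1, and had a fold enrichment of 6.19 and a −log10 q of 7.51. The others were 1115 bp from 62875786 to 62876900 in intron 1, and 372 bp from 62885096 to 62885467 and 393 bp from 62885940 to 62886332 upstream of the gene. A further NSC peak of 211 bp began at 62875236. In NSC Bmi1 Over, 3 peaks lay within 5 kb of the TSS, all in intron 1. They measured 526 bp from 62877698 to 62878223, 913 bp from 62878440 to 62879352 and 721 bp from 62879853 to 62880573, with fold enrichments of 4.70, 5.14 and 5.29. One more NSC Bmi1 Over peak, of 213 bp from 62661100 to 62661312, lay deep in the gene. Peaks covered 5528 bp (1.99%) of the gene in NSC and 2373 bp (0.856%) in NSC Bmi1 Over. When peaks under 1000 bp were left out, 2 peaks near the TSS stayed in NSC and 0 in NSC Bmi1 Over. With a −log10 q of at least 3, 2 stayed in each list, and with a fold enrichment of at least 5, a limit added after the data were seen, 1 stayed in NSC and 2 in NSC Bmi1 Over. The mGIC library, against which the paper compares both, was not analysed here.

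**Figure D2:**
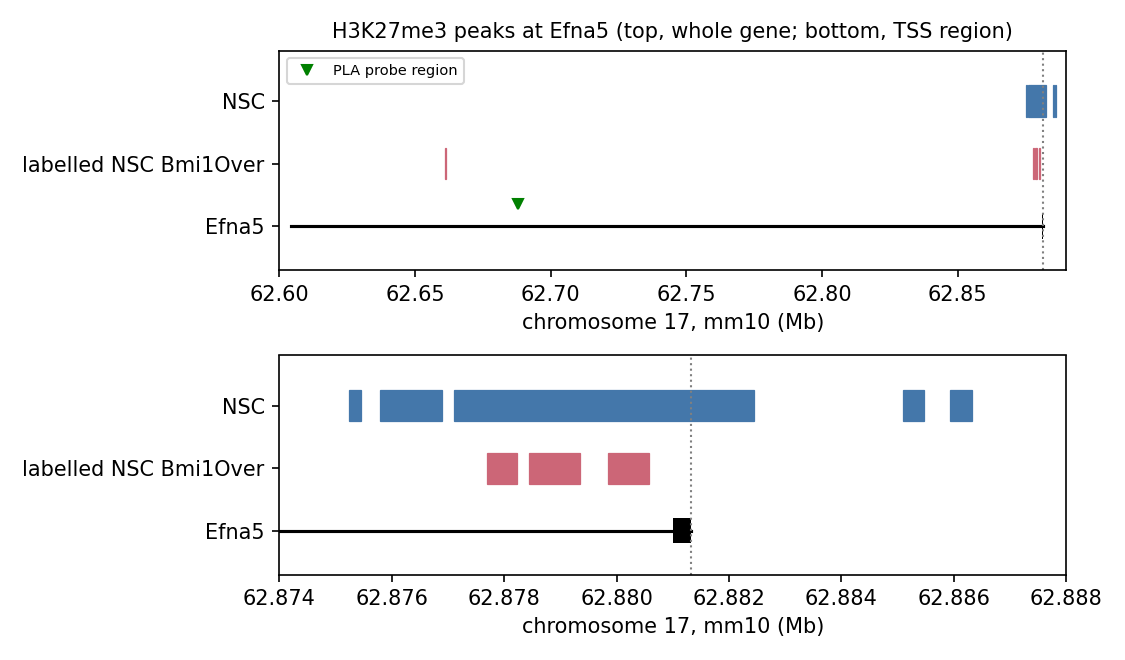
H3K27me3 peaks of NSC and NSC Bmi1 Over over *Efna5* on chromosome 17 of mm10, in megabases, over the whole gene (top) and around the TSS (bottom, dotted line). Coloured bars are peaks, drawn with a thin outline so that short ones can be seen, the black line is the gene with exon 1 as a box, and the triangle marks the region cloned for the PLA probe. Both lists have peaks near the TSS, and the NSC peak of 5324 bp spans it.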

A similar pattern of H3K27me3 enrichment at the *EFNA5* locus (Fig. S2B) and reduced expression (Fig. S2C) was observed when we analysed published data from hGIC [24].

ChIP for H3K27me3, followed by qPCR for *EfnA5* in mGIC upon silencing of Bmi1, confirmed that H3K27me3 enrichment was dependent on the expression levels of Bmi1 (Fig. 2d).

These data are in keeping with a Bmi1-mediated regulation of *EfnA5* via modulation of the levels of H3K27me3 at its promoter in our GBM mouse model.

### Bmi1 controls H3K27me3 levels at the *EfnA5* locus via downregulation of JmjD3 in mGIC

In order to maintain a cell-type-specific expression pattern, H3K27me3 at specific gene loci is finely regulated by histone methylase and demethylase activity [25, 26]. We have previously demonstrated that NSC overexpressing Bmi1 show reduced expression of the demethylase JmjD3, but no significant changes in expression levels of the methylase Ezh2, suggesting that Bmi1 might control the H3K27me3 repressive mark through the downregulation of JmjD3 [21]. To test the potential contribution of JmjD3 in the regulation of H3K27me3 levels in our model, we performed a proximity ligation assay (PLA) for H3K27me3 on the *EfnA5* locus (Figs. S3 and 3a) upon overexpression of JmjD3 vs treatment with an Ezh2 inhibitor (Ezh2i).

**Fig. 3:**
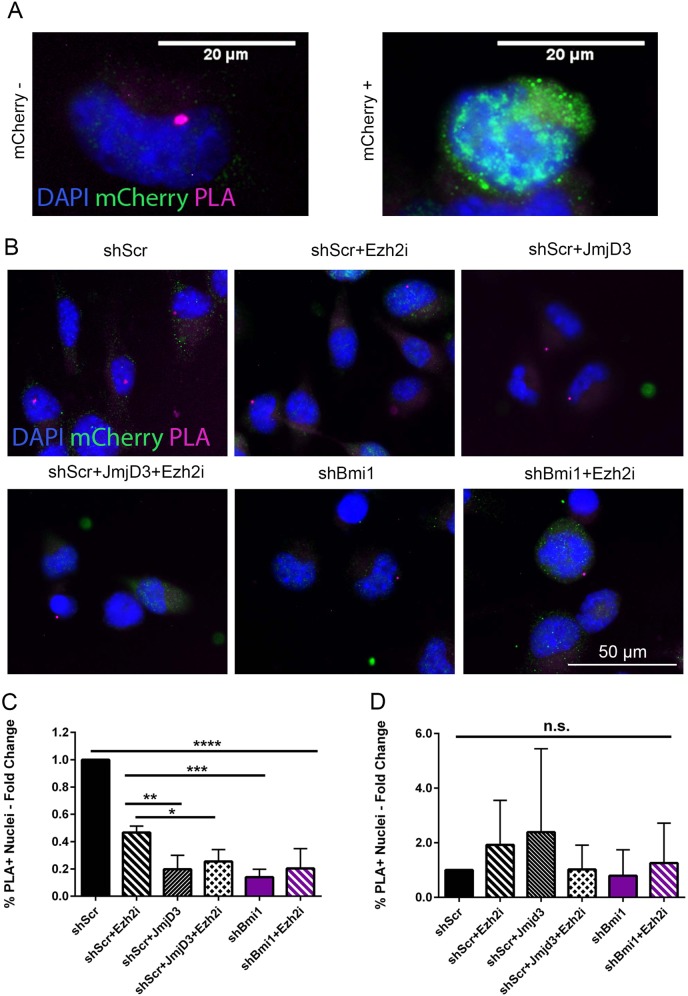
Bmi1 controls the H3K27me3-dependent repression of EfnA5 through downregulation of JmjD3. **a** High resolution images showing shScr cells overexpressing mCherry-JmjD3: the H3K27me3 PLA signal at EfnA5 locus is detectable in mCherry− cell (left panel) and not in mCherry+ cell (right panel). **b** Representative images of the PLA assay in shScr and shBmi1 mGIC in combination with JmjD3 reconstitution and Ezh2 inhibitor treatment (Ezh2i). **c** and **d** Quantification of the percentage of PLA positive nuclei with EfnA5 probe (**c**), or negative probe (**d**), showing the specific modulation of the H3K27me3 levels at *EfnA5* locus (*n* = 6). *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; error bars represent ±SEM. Scale bars represent 20 µm in **a** and 50 µm in **c**.

We show that increased expression of JmjD3 in mGIC (shScr + JmjD3; Fig. 3b top right panel and Fig. 3c) led to a significantly reduced H3K27me3 at the *EfnA5* locus as compared with shScr (Fig. 3b top left panel and Fig. 3c) and shScr treated with Ezh2i (shScr + Ezh2i; Fig. 3b top middle panel and Fig. 3c), confirming that JmjD3 plays a major role in regulating the levels of H3K27me3 at the *EfnA5* locus in mGIC. In keeping with this interpretation, cells overexpressing JmjD3 and further treated with Ezh2i (shScr + JmjD3 + Ezh2i; Fig. 3b bottom left panel) did not show any significant additional decrease of the H3K27me3 signal as compared with shScr + JmjD3 only (Fig. 3c). Similar results were observed in both shBmi1 and shBmi1 + Ezh2i cells (Fig. 3b bottom middle and bottom right panels, respectively), showing a decreased level of H3K27me3 upon Bmi1 silencing compared with shScr, but no significant additional change when Ezh2i was added. Off-target effects were also ruled out (Fig. 3d).

We conclude that Bmi1 regulates the levels of H3K27me3 via repression of JmjD3 in mGIC (see Fig. S3B for schematic).

### Bmi1 regulates cell morphology, proliferation and migration/invasion via repression of EfnA5 in mGIC

We have shown above that EfnA5 is upregulated upon Bmi1 silencing. Therefore, we next set out to assess in vitro the functional role of EfnA5 as a mediator of the Bmi1-dependent phenotype of mGIC. We used pre-clustered recombinant mouse EfnA5 Chimera-Fc (rmEfnA5-Fc) to activate EfnA5 forward signalling [27].

EfnA5 regulates focal adhesion, cell motility and cancer invasion via modulation of the actin cytoskeleton [28, 29], therefore we assessed whether upregulation of EfnA5 upon shBmi1 affected cellular architecture in our model. We evaluated the formation of stress fibres, with phalloidin staining, as a measure of EfnA5-mediated activation of focal adhesion as well as cellular process length with GFAP staining. When we compared rmEfnA5-Fc treated mGIC with shBmi1 mGIC, phalloidin intensity was similar (Fig. 4a), and cellular process length was increased in both conditions. These data support the interpretation that exogenous EfnA5 modifies the cytoskeleton and cell morphology in a similar fashion to Bmi1 knockdown, which leads to an endogenous overexpression of EfnA5.

**Fig. 4:**
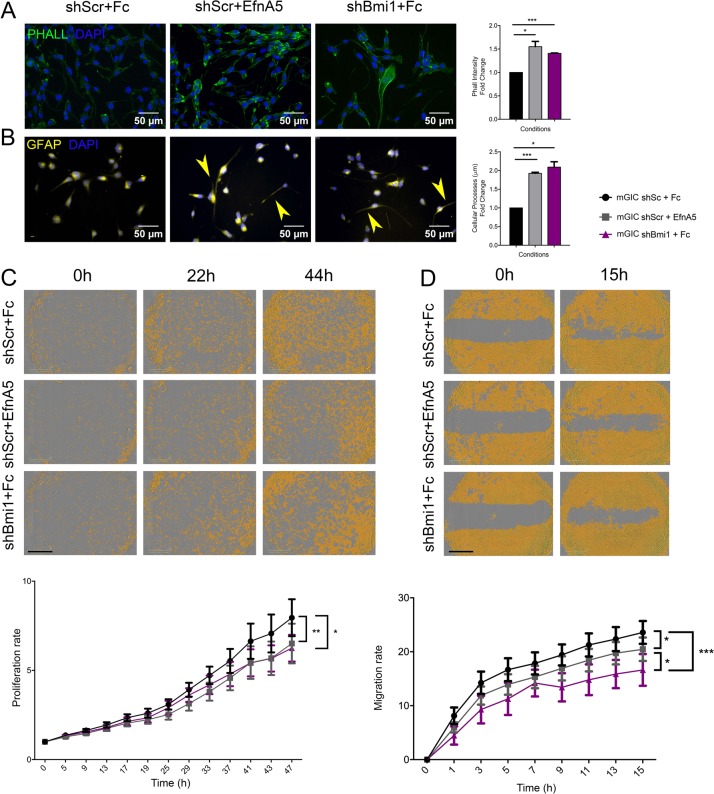
EfnA5 signalling negatively regulates mGIC properties in vitro. **a** Immunocytochemistry for phalloidin (green) and corresponding quantification show that stress fibres increase in shScr upon activation of EfnA5 signalling similarly to shBmi1 (*n* = 3). **b** Immunocytochemistry for GFAP (yellow) and quantification reveal increased cellular processes lengh in mGIC with high levels of EfnA5 (*n* = 3), yellow arrowheads indicate pronounced cellular processes. **c** Representative pictures and quantitative analysis of the proliferation rate upon prolonged treatment with mouse recombinant EfnA5 or Fc control. The yellow mask represents the % of confluence (*n* = 9). **d** Representative pictures and quantitative analysis at different time points after creation of wound and upon prolonged treatment with mouse recombinant EfnA5 or Fc control. Yellow mask represents the % confluence and quantification show the migration rate over time (*n* = 6). *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; error bars represent ±SEM. Scale bars represent 50 µm in **a**, **b** and 800 µm in **c**, **d**.

Next, we assessed whether EfnA5 repression contributed to the previously described [15] Bmi1-mediated regulation of cellular proliferation. mGIC treated with rmEfnA5-Fc showed significantly decreased proliferation, with a similar decrease observed in shBmi1 mGIC (Fig. 4c). Expression of p16^ink4a^, p19^arf^ and p21 was not significantly upregulated in this model (Fig. S2D).

In addition, shBmi1 mGIC showed reduced migration potential (Fig. 4d), in keeping with previous reports [14]. A similar phenotype was also observed when mGIC were treated with rmEfnA5-Fc, raising the possibility that modulation of EfnA5 expression levels may contribute to Bmi1-mediated regulation of cell migration.

To assess whether the upregulation of EfnA5 expression observed upon Bmi1 silencing was responsible for the observed phenotype, we used shRNA to knockdown EfnA5 in shBmi1 mGIC (Fig. S4A; “shEfnA5”, with “shmCherry” as the reporter-matched scrambled control). Interestingly, silencing of EfnA5 in shBmi1 mGIC, neutralised the effect of Bmi1 knockdown on stress fibre formation and cellular process length (Fig. 5a). Importantly, the decreased proliferation rate observed in shBmi1 mGIC, as assessed by live imaging (Figs. 5b and S4B) and neurosphere assay (Figs. S4D and S5A), was also rescued when concomitant silencing of EfnA5 was carried out, a finding supported by the lack of significant impact of Bmi1 silencing on the expression of cell cycle inhibitors in our model (Fig. S2D). Silencing of EfnA5 in shBmi1 mGIC also rescued the migration defect observed in shBmi1 mGIC (Figs. 5c and S4C). Finally, shBmi1 mGIC showed reduced invasion through a 3D collagen gel, which was also rescued by concommitant shEfnA5 (Fig. S5B).

**Fig. 5:**
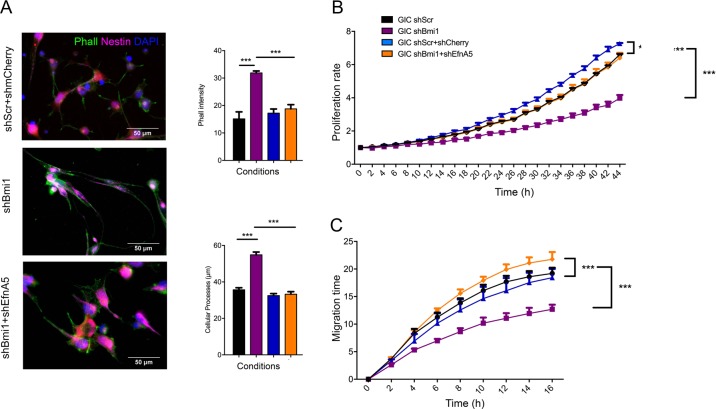
EfnA5 silencing rescues Bmi1kd mGIC properties. **a** Immunocytochemistry and corresponding quantification for phalloidin (green) and Nestin (magenta) shows that the increase of stress fibres and cellular processes length depends on the upregulation of EfnA5. Endogenous mCherry is shown in red (*n* = 3). **b** Quantitative analysis of the proliferation rate showing that Bmi1 promotes mGIC proliferation by repressing EfnA5. (*n* = 6). **c** Quantification of the migration rate reveals that high EfnA5 expression inhibits the migratory capacity of mGIC (*n* = 6). *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; error bars represent ±SEM. Scale bars represent 50 µm in **a** and 100 µm in **b**.

Taken together our data show that repression of EfnA5 plays a key role in mediating Bmi1 function in the regulation of key mGIC properties in vitro.

### Repression of EfnA5 by Bmi1 is essential for glioblastoma development in an allograft model

Given these important roles in proliferation, migration and invasion, we asked whether EfnA5 might also mediate the impact of Bmi1 on tumourigenesis in vivo. Analytical imaging of NODSCID mice with orthotopically implanted luciferase-tagged mGIC revealed that while 5/9 mice injected with control mGIC developed tumours and silencing of Bmi1 strongly suppressed tumour growth (0/9), concomitant silencing of EfnA5 and Bmi1 rescued tumour incidence (6/9) (Fig. 6a, b). Histological analysis of the engrafted brains revealed high grade glial tumours composed of cells with enlarged, pleomorphic and occasionally hyperchromatic nuclei, frequent mitoses and areas of necrosis (Figs. 6c and S6A, B). Immunostaining for GFAP, Olig2 and Sox2 confirmed the glial nature of these neoplasms (Fig. 6c).

**Fig. 6:**
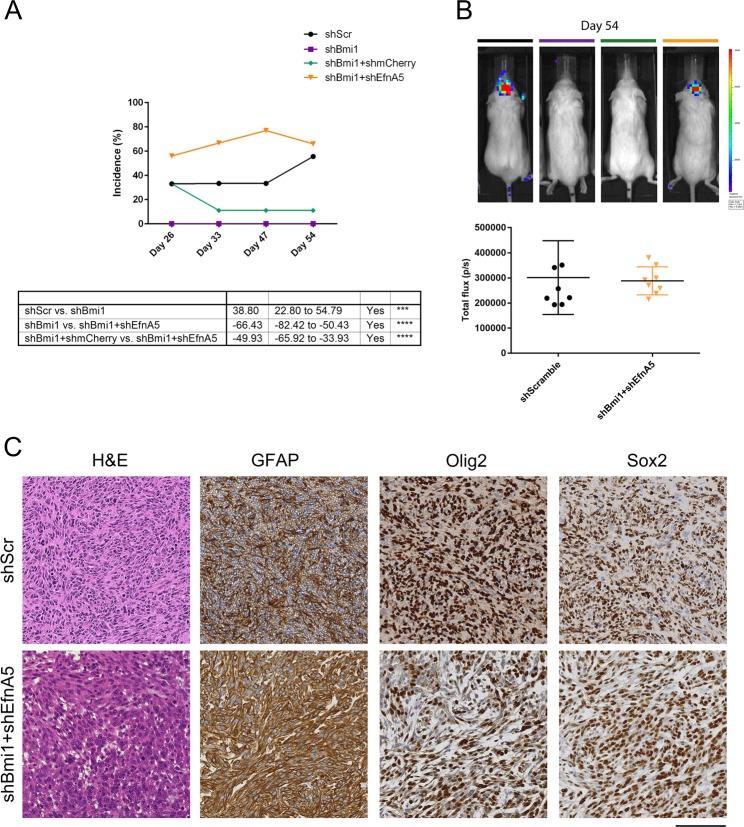
EfnA5 repression mediates Bmi1 modulated tumour development in an allograft model. **a** Tumour incidence was monitored over a representative number of time points with BLI (shScr and shBmi1 *n* = 9; shBmi1 + shmCherry and shBmi1 + shEfnA5 *n* = 8). **b** Representative BLI images of NODSCID mice 54 days post-injection of mGIC with different expression levels of EfnA5 and corresponding (**b**) frequency distribution plot (shScr and shBmi1 *n* = 9; shBmi1 + shmCherry and shBmi1 + shEfnA5 *n* = 8). **c** Histology of representative tumour areas, H&E shows pleomorphic glial cells with compacted tumour growth with necrosis; IHC shows tumour cells are strongly positive for GFAP, Olig2 and Sox2, confirming their glial origin. Scale bar = 250 µm.

These data show that repression of EfnA5 plays a key role in mediating the tumourigenic role of Bmi1 in vivo.

### BMI1 also regulates cell proliferation via repression of EFNA5 in hGIC

To understand whether our findings could be translatable to human GBM, we assessed whether a significant correlation existed between BMI1 and EFNA5 expression in human tumours. We used published RNA microarray, RNASeq and single-cell RNASeq datasets from The Cancer Genome Atlas (TCGA), the National Center for Biotechnology Information Gene Expression Omnibus databanks and gbmseq.org [30]. Of the TCGA datasets, we found that the dataset with the highest number of tumour samples (hthgu133a, *n* = 548) showed a strong and significant inverse correlation between BMI1 and EFNA5 (Fig. S7A), whilst the other three datasets did not (data not shown). Next, we interrogated two independent GBM single-cell RNAseq datasets [30, 31], and confirmed that a significant number of tumour cells displayed a negative association between BMI1 and EFNA5 (Figs. 7a and S7B). Furthermore, we sought to establish whether this negative correlation was found in hGIC specifically by analysing two datasets of primary patient-derived cultured hGIC characterised with RNA microarray (GSE89399 [32]) and RNASeq (GSE89623 [33]). Both of these independent hGIC cohorts displayed a strong and significant negative correlation between BMI1 and EFNA5 (Fig. 7b, c).

**Fig. 7:**
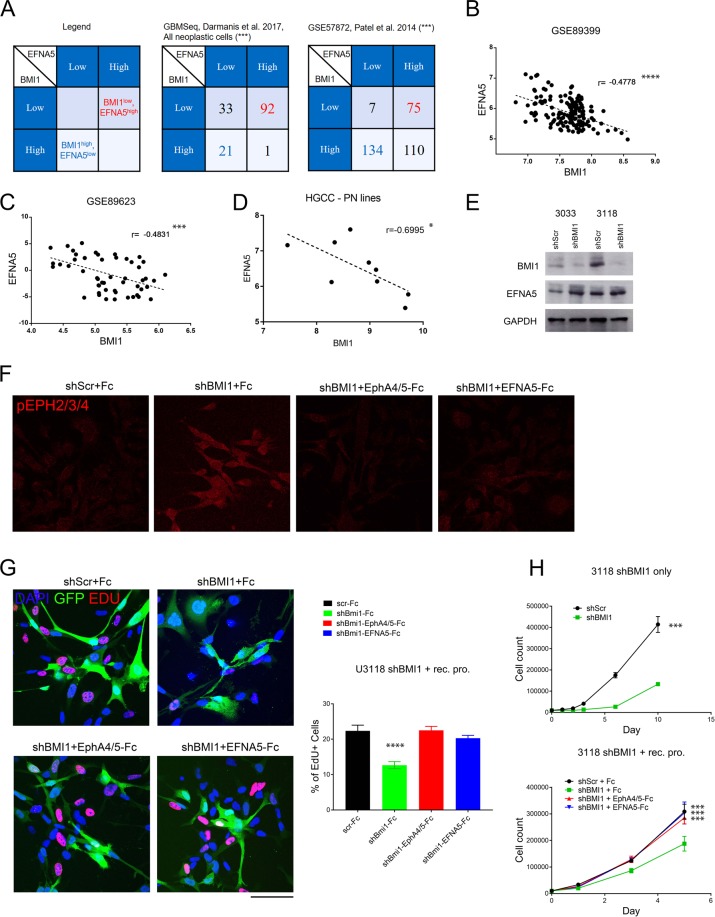
EFNA5 mediates BMI1 function in hGIC. **a** Contingency tables for the expression levels of BMI1 and EFNA5 in GBM cells from single-cell RNAseq datasets (example table top left); levels of significance of negative association using both the Fisher’s exact test and Barnard’s test are in parenthesis. Scatter plots with linear regression statistics showing the correlation between levels of BMI1 and EFNA5 for two hGIC datasets GSE89399 (**b**) and GSE89623 (**c**), and for microarray data from hGIC of the Proneural subgroup from the HGCC (**d**). **e** Levels of BMI1 and EFNA5 by western blot for the two hGIC lines, U3033 and U3118, after BMI1 knockdown, GAPDH was used as a control. **f** Immunofluorescence staining in U3118 cells for phosphorylated EphA receptors 2, 3 and 4 is shown after BMI1 knockdown and EFNA5 pathway inhibition with recombinant protein (*n* = 3). **g** Representative images and quantification for EdU staining in U3118 cells after BMI1 knockdown and EFNA5 pathway inhibition, showing an increase in downstream pathway activation in the condition with highest EFNA5 expression and no EFNA5 pathway blockade (*n* = 3). **h** Proliferation assays for U3118 after BMI1 knockdown with shRNA (upper) and concomitant BMI1 knockdown and EFNA5 pathway inhibition with recombinant proteins (lower) (*n* = 3). *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; error bars represent ±SEM. Scale bar is 250 µm in **f**, **g**.

Next, we tested whether the functional role for the Bmi1/EfnA5 axis observed in mGIC was also present in hGIC in vitro. To this end, the Human Glioblastoma Cell Culture (HGCC.se [34]) resource was interrogated. An inverse correlation between the expression of BMI1 and EFNA5 was again observed, although it did not reach statistical significance (data not shown). Interestingly, these 48 hGIC lines could be clustered into two subgroups on the basis of the expression levels of BMI1 and EFNA5, with a strong and significant negative correlation of BMI1 and EFNA5 being observed in primary lines belonging to the Proneural molecular subtype (*n* = 9; Fig. 7d).

We selected two of these primary Proneural hGIC lines (U3118 and U3033) to examine the translational potential of the BMI1/EFNA5 pathway. Upon BMI1 knockdown with shRNA, we observed a corresponding increase in EFNA5 levels (Fig. 7e), and a significant decrease in proliferation in both lines (Figs. 7h and S7D). Ephrin downstream signal transduction is activated by a complex process that requires the assembly of higher-order ligand and receptor clusters for signalling initiation [27]. Therefore, pre-clustering of recombinant EfnA5 protein (as we have used with mGIC above) results in activation of the signalling pathway. However, if recombinant protein is added without prior clustering it blocks the ephrin receptor sites and inhibits ephrin pathway signalling [35]. In both lines, activation of the EFNA5 signalling pathway was observed upon BMI1 knockdown, which was rescued by pathway blockade with recombinant proteins, as confirmed by immunofluorescence staining for phosphorylation of selected Eph receptors (U3118 shown in Fig. 7f). We used recombinant chimera-Fc protein for human EFNA5 as well as two of its receptors, EPHA4 and EPHA5, for this pathway inhibition. We show that the decreased proliferation rate observed in hGIC after BMI1 knockdown was rescued with concomitant inhibition of the EFNA5 signalling pathway in U3118 and U3033 (Figs. 7h and S7D, respectively). These data were supported by EdU staining that showed the same decrease upon BMI1 knockdown and rescue with EFNA5 pathway inhibition (Figs. 7g and S7C).

These data are in keeping with the interpretation that repression of EFNA5 also plays an important role in mediating BMI1 function in hGIC.

### Doxazosin effectively targets BMI1^high^/EFNA5^low^ hGIC in vitro and in vivo

Next, we set out to test the hypothesis that pharmacologically targeting the EFNA5 pathway is effective against hGIC expressing high BMI1 levels. In cells with high levels of BMI1, EFNA5 is repressed, therefore we identified a drug that mimicked EFNA5 action. Doxazosin is a small molecule agonist for Eph receptors for which EFNA5 acts as a ligand (EphA2 and EphA4) [36], independent of the α1-adrenoceptor action for which it is commonly used clinically. Upon treatment of U3118shScr and U3118shBMI1 cells with 5 µM doxazosin, proliferation was significantly more impacted in the U3118shScr than it was in the shBMI1 condition (Fig. 8a). Indeed, there was a significant large decrease in proliferation with doxazosin treatment in the shScr group, whilst there was only a small, non-significant difference in the shBMI1 group after eight days (Fig. 8b). Assessment of EphA2–4 phosphorylation (targets of EFNA5) in shScr and shBMI1 cells upon exposure to doxazosin confirmed activation of the pathway (Fig. 8c, d). Decreased levels of phosphorylation of ERK1/2, a known downstream effectors of EphA2 [36], were also detected in shScr cells that were treated with doxazosin, whilst in shBMI1 cells this was not the case (Fig. 8c, d).

**Fig. 8:**
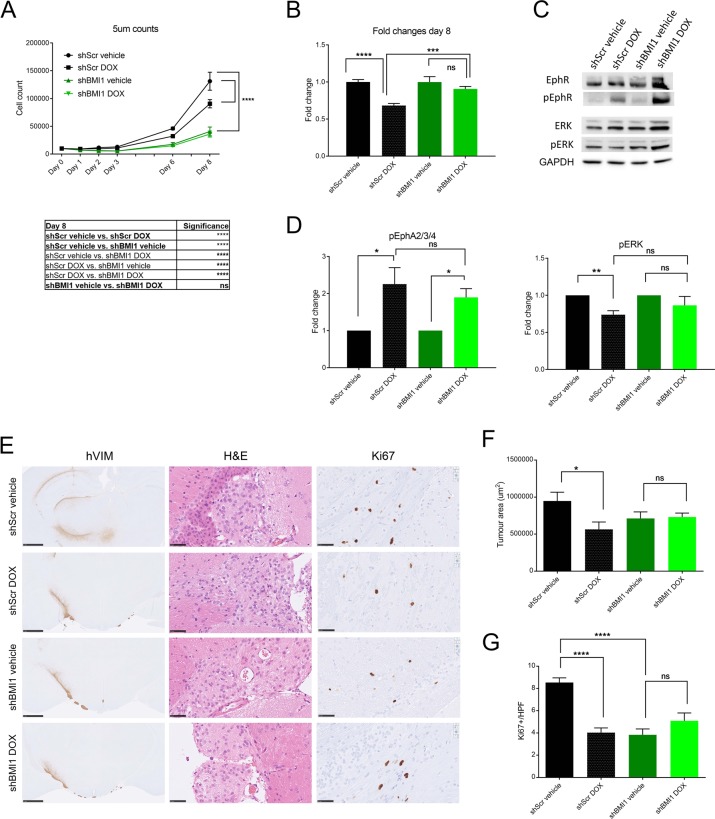
Doxazosin effectively targets BMI1^high^/EFNA5^low^ hGIC in vitro and in vivo. **a** U3118shScr (black) and U3118shBMI1 (green) cells were both treated with either vehicle control or doxazosin (DOX) 5 µM and counted at selected time points (*n* = 3). **b** At day 8, the number of U3118shScr DOX treated cells, as a fraction of U3118shScr vehicle treated cells, was significantly less than the number of U3118shBMI1 DOX treated cells as a fraction of U3118shBMI1 vehicle treated cells (*n* = 3). Western blot (**c**) and quantitative analysis (**d**) showing the levels of EphA2–4, phosphorylated EphA2–4, ERK1/2 and phosphorylated ERK1/2 for the same conditions as in (A) (*n* = 3). **e** Histology of representative tumour areas with human Vimentin immunohistochemistry, H&E and Ki67; scale bars are 1 mm for hVIM and 50 µm for H&E and Ki67 (*n* = 8). **f** Tumour volume assessed by automated quantification of human vimentin immunohistochemistry. **g** Tumour proliferation assessed by Ki67 count per high power field (HPF). *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; error bars represent SEM.

We next wanted to see if the results we had observed with doxazosin in vitro could be translated to an in vivo setting. Firstly, we established that doxazosin could cross the blood–brain barrier (BBB) in mice by assessing the levels of the drug in the serum and brain homogenate by liquid chromatography–mass spectrometry after subcutaneous injections of doxazosin (50 mg/kg). The levels of doxazosin in the serum of NODSCID mice reached a peak of nearly 4000 ng/mL, 1 h after injection, whilst the levels in brain homogenate reached a peak of ~50 ng/mg after 2 h (Fig. S8A), a timeframe comparable to that seen in rats [37]. Only approximately 1% of the doxazosin in the serum was entering the brain after subcutaneous injection of doxazosin. The BBB efflux transporter inhibitor elacridar has been shown to be effective pre-clinically in enhancing brain accumulation upon dual administration with several anti-glioma agents [38]. Although it is not known if doxazosin is excreted by these transporters, prazosin, another commonly used α1-adrenoreceptor antagonist sharing high structural similarity with doxazosin, is known to be excreted by these transporters [39, 40]. Two doses of doxazosin, 50 and 100 mg/kg, were combined with either a vehicle control or 100 mg/kg of elacridar (given by oral gavage 4 h before doxazosin dose), and the levels of doxazosin were again measured in the serum and brain homogenate of mice. The levels of doxazosin in the serum were not significantly different across the groups, whilst the levels of doxazosin were significantly greater in brain homogenate when doxazosin was combined with elacridar (Fig. S8B), reaching levels nearly 10 times higher than doxazosin alone, at the higher doxazosin dose. We also found that, in agreement with other studies [36, 41], doxazosin did not have any significant side effects in experimental animals.

We intracranially injected 0.5 × 10^6^ U3118shScr and U3118shBMI1 cells into NODSCID mice. U3118 xenografts have a median survival of ~37 weeks [32]. To assess the effect of doxazosin at an early tumour stage, at 16 weeks eight mice of each shScr and shBMI1 were assigned to either 100 mg/kg elacridar + vehicle, or 100 mg/kg elacridar +100 mg/kg doxazosin. Mice were culled after treatment and tumour volume (immunohistochemistry for human vimentin) and proliferation (Ki67 staining) and apoptosis (cleaved caspase3 staining) were assessed. Tumour volume was significantly reduced after doxazosin treatment in the shScr cells, whereas there was no significant reduction in shBMI1 xenografts (Fig. 8e, f). Proliferation was reduced upon drug treatment in shScr group but not in the shBMI1 group (Fig. 8e, g). No evidence of cCASP3 positive cells was found. All tumours showed cells with enlarged, pleomorphic and occasional hyperchromatic nuclei on H&E, whilst all conditions show diffuse staining for GFAP (cytoplasmic) and SOX2 (nuclear), with a smaller fraction positive for OLIG2 (Fig. S8C).

These data provide pre-clinical evidence in GBM xenografts that the EFNA5 agonist, doxazosin, is effective against early stages of GBM derived from GIC with a BMI1^high^/EFNA5^low^ molecular signature.

## Discussion

We show here a novel epigenetic regulation of EfnA5 in a mouse model of GBM. This highlights a novel Polycomb feed-forward loop in gliomagenesis, whereby PRC1 reinforces repression of selected target genes in a cellular context-dependent fashion.

Consistent with the critical roles of P53 and PTEN-PI3K-AKT alterations in GBM pathogenesis, GBM genomic and proteomic profiles from TCGA show significant correlation between higher levels of AKT activation and worse prognosis in patients with *P53* mutations [42]. To model these pathway alterations, mGIC isolated from HGG arising from NSC/NPC upon intraventricular Adeno-Cre mediated recombination of *p53*^F/F^/*PTEN*^F/F^ [22] were used. We demonstrate that repression of EfnA5 expression via increased trimethylation of H3K27 is a core mechanism mediating the functional outcome of the high levels of Bmi1 seen in *p53*^−/−^;*PTEN*^−/−^ mGIC. We did not observe an impact on ink4a/arf in this model, in keeping with existing literature showing a non-functional ink4a/arf pathway in a *p53* knockout setting [16, 43].

The ephrin/Eph receptor family comprises eight ligands (Efn: Eph receptor interacting ligand) and 14 type I transmembrane receptor tyrosine kinases (Eph: erythropoietin-producing human hepatocellular receptors), which are classified into type A and B, whereby nine EphA and five EphB receptors promiscuously bind five EfnA ligands and three EfnB ligands, respectively (reviewed in [44]). Ephrins and Eph receptors are variably expressed in different cells at varying stages of differentiation and play essential roles in the control of cell morphology, adhesion, movement, proliferation and differentiation in embryonic development and tissue homoeostasis. In addition, they are often upregulated in injured tissues, where they inhibit regenerative processes and promote angiogenesis. They are known to be frequently deregulated in cancer, including GBM, being either overexpressed or downregulated (reviewed in [45]). Moreover EphA2 and EphA3, receptors for the ligand EFNA5, are markers of worse outcome in GBM and are involved in proliferation, invasion and neovascularisation [46]. The regulatory mechanisms governing the expression of ephrins and Eph receptors have been extensively studied. The transcription factors HOXA1 and HOXB1 have been shown to activate EphA2 expression in the developing mouse brain [47]. Hypermethylation at CpG islands of promoter regions of many ephrins, including EfnA5, and Eph receptors have been demonstrated in acute lymphoblastic leukaemia [48] and miRNAs, such as miR-210 and miR-26b, have been shown to downregulate the expression of EfnA1 in hepatic ischaemia [49] and EphA2 in gliomas [50]. Importantly, Bmi1 is known to regulate miRNAs, such as miR10a [51] that has been shown to repress EphA8 in glioma cells, mediating the epithelial–mesenchymal transition and promoting cell migration and invasion [52]. *EfnA5* is reported as a miR-10a-3p target in the miRBase database (http://www.mirbase.org/).

Using a genome-wide approach, we show that a novel regulation of *EfnA5* via PcG-mediated histone tail modification is specific to the neoplastic context, and that normal NSC and NSC overexpressing Bmi1 did not reveal similar regulation (Fig. S3B). 

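Between the non-neoplastic groups, *Efna5* was counted at a low level, with 45 and 31 reads in the NSC libraries and 47 and 185 reads in those labelled NSC Bmi1 Over. Normalised, this was 1.33 ± 0.141 CPM (SD, n = 2) in NSC and 2.96 ± 0.391 CPM (SD, n = 2) in the libraries labelled NSC Bmi1 Over. The log2 fold change was 1.17 (standard error 0.28), with an adjusted p of 0.0648 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The difference thus went towards higher expression in the libraries labelled NSC Bmi1 Over, whose *Bmi1* counts were not raised, and did not pass the threshold of 0.05. Among the 13 genes of Fig. 1g, it passed when p was adjusted over the list alone (adjusted p = 0.0152 from the same test). Over 8 of the alternatives, the adjusted p ranged from 0.00332 to 0.0724. It was past the threshold under 2 of the 8. These were the fit with the replicate number as a block and edgeR's fit of all genes with any count. In the latter, p of other genes also shifted widely at nearly unchanged fold changes. With each culture left out in turn, the log2 fold change stayed between 1.01 and 1.29. From its genome-wide approach, in which NSC and NSC Bmi1 Over did not show a similar regulation, the paper concludes that the regulation of *EfnA5* through histone modification is specific to the neoplastic context.

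**Figure D3:**
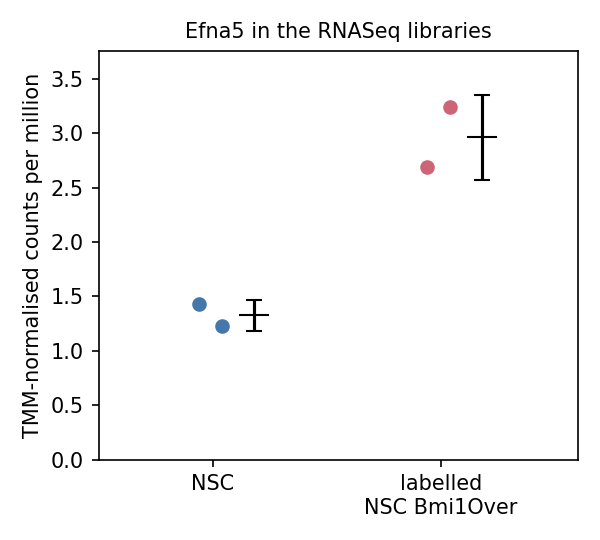
Normalised *Efna5* counts (CPM) in each RNASeq library (points), with the mean and SD of each group beside them (n = 2). The means are 1.33 CPM in NSC and 2.96 CPM in the libraries labelled NSC Bmi1 Over.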

We also found that the repression of EfnA5 by Bmi1 contributes to tumour growth in vitro and in vivo in our mouse model.

The aberrant retention of H3K27me3 as a common epigenetic mechanism mediating the phenotype of Bmi1 overexpression opens a novel conceptual entry point into the interrogation of the role of Bmi1 in gliomagenesis. We show that repression of JmjD3 significantly contributes to the increased H3K27me3 at selected target genes in a mouse model. JmjD3 is the first demethylase to have been shown to antagonise Polycomb silencing, and is required for early neural commitment [53, 54]. ChIPSeq experiments have shown that it is a direct Bmi1/PRC1 target in various model systems [55, 56]. JmjD3 also plays a critical role in late neurogenesis [57]. JmjD3 is induced during differentiation of hGIC, where it promotes a differentiation-like phenotype via chromatin dependent (*ink4a/arf* locus activation) and chromatin independent (nuclear p53 protein stabilisation) mechanisms [58]. Moreover, ChIPSeq analysis in embryonic stem cells expressing a GFP-tagged version of JmjD3, revealed that JmjD3 targets are enriched in molecular pathways that are critically involved in gliomagenesis. These include the direct regulation of *Mdm2* and *Akt2* as well as the regulation of genes such as *Stat3* and *Rhpn2*, which are involved in GBM Mesenchymal transformation and as downstream effectors of GBM genomic lesions, respectively [59, 60]. Finally, pharmacological inhibition of JmjD3 has been shown to impair the tumourigenic potential of H3K27M DIPG cells by restoring normal levels of H3K27me3 [61].

Our data delineate a novel PcG feed-forward loop in which Bmi1 enhances its repressive efficacy at specific target genes in mGIC by increasing H3K27me3-mediated gene repression. We show that the modulation of EfnA5 expression via regulation of H3K27me3 levels is mGIC specific, thus raising the possibility that a multi-layered regulatory mechanism is at play at a locus playing a key role in gliomagenesis.

We also report that an inverse correlation of gene expression of BMI1/EFNA5 is found in human GBM and in hGIC, and we provide initial evidence that repression of EFNA5 mediates, at least in part, the role of BMI1 in regulating hGIC proliferation. Existing literature in human cells has shown that EFNA5 acts as a tumour suppressor gene in GBM via negative regulation of EGFR [62], thus providing an interpretative framework for the requirement of an epigenetic regulation of this protein in GBM.

The wealth of suggestive evidence linking perturbations in H3K27 methylation to the development of malignant gliomas indicates that it will be essential to further explore whether and how this epigenetic mark could be a rational target for epigenetic therapy to counteract tumour maintenance in GBM. Moreover, Eph receptor/ephrin signalling pathways are a promising area for anticancer therapies with strategies for their therapeutic targeting already developed with some already in clinical trials [63]. Here we show that doxazosin, an EFNA5 mimic, inhibits proliferation of GIC in a BMI1-dependent fashion. We demonstrate that doxazosin inhibits the ERK pathway, as assessed by its decreased phosphorylation. We also show that doxazosin is able to cross the BBB in combination with an efflux transporter inhibitor. When GIC were orthotopically xenografted into NODSCID mice, treatment with doxazosin recapitulated the in vitro findings in early stage tumours: tumour size was significantly decreased in the shScr tumours with concomitant decreased proliferation, whilst there was no difference in shBMI1 tumours. Together these results provide pre-clinical evidence that precision targeting of Eph receptor/ephrin signalling [64] could be an effective therapeutic tool in GBM overexpressing BMI1.

## Material and methods

### Generation of mice and genotyping

Transgenic *STOPFloxBmi1* mice were previously generated in our laboratory [21]. Activation of Bmi1 overexpression was obtained in embryos by crossing *STOPFloxBmi1* and *NestinCre* mice to generate double transgenic animals, as previously described [21].

### Cultures

Primary NSC cultures were prepared from E16.5 *STOPFloxBmi1;NestinCre* transgenic and control wild-type embryos. Primary mouse *PTEN*^*F/F*^;*P53*^*F/F*^ NSC and mGIC were cultured as adherent cells in Neurobasal and DMEM/F12 media containing N2 and B27 supplements and human recombinant FGF and EGF.

### ChIPSeq and RNASeq

RNASeq: after trimming and quality control, reads were aligned to the mm10 mouse genome using STAR. Trimmed mean of *M*-values normalisation was applied to the dataset and differential expression analysis was performed using the Bioconductor package edgeR in R [65], with a quasi-likelihood *F*-test and an FDR cut-off of 0.05. GEO Record number: GSE141961.

ChIPSeq: after trimming and quality control, reads were aligned to the mm10 mouse genome using Bowtie v2.3.4 (sourceforge.net/projects/bowtie-bio/files/bowtie2/), allowing up to one mismatch per read and discarding multi-mapped reads. The MACS2 algorithm [66] was used to call H3K27me3 peaks (subroutine *callpeak*) and perform the differential binding analysis (subroutine *bdgdiff*). GEO Record number: GSE141961.

### Proximity ligation assay

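The region chosen for the PLA probe lies in intron 1 of *Efna5* on chromosome 17 of mm10, from 62687621 to 62688198, and overlaps no annotated exon. It lies between 193120 and 193697 bp downstream of the TSS, with the first base of the gene counted as 1. Its GC content is 41.7%, and 7.61% of it is soft-masked as repeats in the reference. No H3K27me3 peak of the NSC or NSC Bmi1 Over list overlaps it. The nearest peak is 187038 bp away in NSC and 26309 bp away in NSC Bmi1 Over. On the plus strand its reference sequence reads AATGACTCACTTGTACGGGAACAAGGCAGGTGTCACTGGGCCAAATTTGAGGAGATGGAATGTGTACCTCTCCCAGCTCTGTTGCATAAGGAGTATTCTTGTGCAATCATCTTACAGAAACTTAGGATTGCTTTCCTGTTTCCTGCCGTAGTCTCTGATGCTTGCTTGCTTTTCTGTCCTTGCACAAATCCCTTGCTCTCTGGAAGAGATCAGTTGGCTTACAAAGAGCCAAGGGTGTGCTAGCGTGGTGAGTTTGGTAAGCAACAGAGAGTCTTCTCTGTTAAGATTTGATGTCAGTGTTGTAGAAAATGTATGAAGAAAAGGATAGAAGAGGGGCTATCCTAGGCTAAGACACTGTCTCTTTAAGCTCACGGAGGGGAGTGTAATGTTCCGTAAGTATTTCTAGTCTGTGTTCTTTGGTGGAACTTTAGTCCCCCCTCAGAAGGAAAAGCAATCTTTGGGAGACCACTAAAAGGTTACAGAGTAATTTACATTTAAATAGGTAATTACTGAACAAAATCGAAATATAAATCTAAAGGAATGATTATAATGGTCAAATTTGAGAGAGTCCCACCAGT.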

We cloned a 578 bp region spanning chr17:62687621-62688198 for EfnA5 locus into a TOPO TA Cloning vector. One microgram of plasmid DNA was used as template to generate a biotintylated probe. Slides with attached cells were then incubated with probes, followed by ligation and amplification steps. Anti-mCherry antibody was used to detect transfected cells.

### In vitro functional assays

Proliferation, wound healing scratch assay and invasion assay for mGIC were imaged with IncuCyte ZOOM/Live-Cell Software (EssenBioScience) or INCell 2200 (GE Healthcare) with Developer Toolbox software (GE Healthcare).

### Orthotopic transplantation of GIC into NODSCID mice and bioluminescence imaging (BLI)

Six- to twelve-week-old NODSCID mice were anaesthetised and 5 × 10^5^ mGIC were injected into the right cerebral hemisphere with the following coordinates from the bregma suture: 2 mm posterior, 2 mm lateral, 4 mm deep, 10° angle. Tumour formation and growth was assessed by BLI for mGIC xenografts.

### In vivo treatment with doxazosin

100 mg/kg of doxazosin was given daily by subcutaneous injection and 100 mg/kg elacridar was given by oral gavage every second or third day, 4 h prior to doxazosin dose. Experimental animals (*n* = 8 for each group) were treated with elacridar and vehicle control, or elacridar and doxazosin. Mice were culled after treatment and brains removed for histological assessment.

All further methods and additional details are included as supplementary material.

## Supplementary information

S1

S2

S3

S4

S5

S6

S7

S8

Supp Figure legends

M&M

# Supplementary material for: Polycomb-mediated repression of EphrinA5 promotes growth and invasion of glioblastoma
**Source:** Oncogene. 2020 Jan 27;39(12):2523–38. doi: 10.1038/s41388-020-1161-3
**Supplement:** Supplementary file 9 — Supp Figure legends

**Supplementary Figure Legends**

**Figure S1**. **Validation of deregulated target genes identified in the genome-wide analysis.**

(A) IPA comparative analysis identifying canonical pathways specifically and significantly enriched for H3K27me3 in GIC and NSC Bmi1^Over^. Numbers indicate –log(p-value), threshold for significance is 1.3. (B) Table showing overlap between unique concordant genes in the mGIC context and cell lines in the NIH Roadmap Epigenomics database (H3K27me3 datasets); significance is reported taking account of p-values adjusted for FDR (< 0.05). (C) Venn diagram showing the overlap between unique concordant genes in the mGIC context and a publicly available H3K27me3 hGIC dataset.

**Figure S2. Bmi1 represses the expression of EfnA5 but not of cell cycle inhibitors in mGIC.**

(A) Western blot and corresponding quantitive analysis showing increase EfnA5 expression in mGIC upon Bmi1 silencing as compared to control shScr (n=3). (B) Visualisation of the whole EFNA5 locus shows a differential H3K27me3 distribution (green) between hGIC (here named GSC as in Rheinbay 2013) and human NSC. (C) RNA microarray expression data for BMI1 and EFNA5 levels in hGIC and human NSC for the same cells shown in (B). (D) qPCR reveals no significant up-regulation of the expression the cell cycle inhibitors p16^Ink4A^, p19^Arf^ and p21^Cip1/Waf1^ in shBmi1 mGIC compared to the control (n=6). ***, p < 0.001; error bars represent ± SEM.

**Figure S3. Schematic representation of Proximity Ligation Assay (PLA).**

(A) Two primary antibodies (black) are used to recognise EfnA5 biotinylated probe (red) and H3K27me3 (green) at the *EfnA5* locus. Secondary antibodies (blue) enable detection of the PLA signal after ligation and amplification of conjugated oligonucleotide sequences (pink). (B) Model of the PcG-mediated regulation of EfnA5 locus. Schematic showing the proposed PcG-dependent mechanism regulating the expression of EfnA5 in GIC (upper panel) and NSC (lower panel) integrated within the existing knowledge of EfnA5 regulation in normal and neoplastic NSC.

**Figure S4. EfnA5 silencing rescues proliferation and migration in shBmi1 mGIC.**

(A) Western blot and corresponding quantitive analysis showing the levels of Bmi1 and EfnA5 in mGIC transduced with different combinations of shRNAs (n=2). (B) Representative pictures of the proliferation rate at different time points upon Bmi1 and/or EfnA5 silencing. The yellow mask represents the % of confluence (scale bar = 800µm). (C) Representative images of the gap closure assay. The yellow mask represents the % of confluence (scale bar = 800µm). (D) Representative pictures of neurosphere formation assay with corresponding quantification. The number of the neurospheres in shBmi1 condition is increased when EfnA5 expression is silenced (scale bar = 400 µm; n=3). *, p < 0.05; **, p < 0.01; ***, p < 0.001; ****, p < 0.0001; error bars represent ± SEM.

**Figure S5: EfnA5 mediates the reduced invasion of mGIC induced by Bmi1 silencing.**

(A) Representative micrographs of neurospheres with corresponding quantification from a neurosphere formation assay. The size of neurospheres is decreased in conditions with higher EfnA5 (n=3). (B) Quantitative analysis of invasion assay showing the percentage of invading nuclei at distances 0-120µm form the bottom of a collagen gel, showing that mGIC expressing high levels of EfnA5 partially lose their invasive potential. NSC represent the negative control (n=6). *, p < 0.05; **, p < 0.01; ***, p < 0.001; ****, p < 0.0001; error bars represent ± SEM.

**Figure S6. mGIC overexpressing Bmi1 show tumourigenic features.**

(A) Western blot and corresponding quantitive analysis showing the levels of Bmi1 and EfnA5 in mGIC transduced with different combinations of shRNAs (n=2). *, p < .05; **, p < .01, error bars represent ± SEM. (B) Histology of representative tumour areas arising from allografted shScr GIC with diffuse infiltration patter and strong positivity for GFP. Scale bar = 1 mm (top panel) and 250 μm (middle and bottom panel).

**Figure S7.** **EFNA5 mediates BMI1 function in hGIC.**

(A) Scatter plot with linear regression statistics showing the correlation between levels of BMI1 and EFNA5 for microarray data from TCGA (hthgu133a). (B) A schematic showing the method used for identifying cells with high and low expression of BMI1 and EFNA5 in the single-cell RNAseq datasets: red identifies cells with a BMI1^low^EFNA5^high^ profile and blue identifies cells with the inverse BMI1^high^EFNA5^low^ profile. (C) Representative images and quantification for EdU staining in U3033 cells after BMI1 knockdown and EFNA5 pathway inhibition. (D) Proliferation assays for U3033 after BMI1 knockdown with shRNA (upper) and concomitant BMI1 knockdown and EFNA5 pathway inhibition with recombinant proteins (lower). *, p < 0.05; **, p < 0.01; ***, p < 0.001; ****, p < 0.0001; error bars represent ± SEM. Scale bar =250 μm.

**Figure S8.** **Doxazosin effectively targets BMI1^high^/EFNA5^low^ hGIC *in vitro* and *in vivo*.**

(A) Doxazosin levels in the serum and brain homogenate of experimental mice over 24 hours after 50mg/kg subcutaneous injection (one mouse injected at each time-point). (B) Doxazosin levels in the serum and brain homogenate after concomitant administration of elacridar (Elac), Cnt+dose1 – vehicle control + 50mg/kg doxazosin, Cnt+dose2 – vehicle control + 100mg/kg doxazosin, Elac+dose1 – 100mg/kg + 50mg/kg doxazosin, Elac+dose2 – 100mg/kg elacridar + 100mg/kg doxazosin (n=2); *, p < 0.05; **, p < 0.01; ***, p < 0.001; ****, p < 0.0001; error bars represent SEM. (C) Treatment regime for in vivo co-administration of doxazosin (blue bars) and elacridar (red bars). Elacridar given orally four hours prior to subcutaneous doxazosin dose. (D) Histology of representative tumour areas with H&E and GFAP, OLIG2, SOX2 and human Vimentin; scale bars represent 2.5mm for human vimentin (low mag.), and 50µm for all others.

# Supplementary material for: Polycomb-mediated repression of EphrinA5 promotes growth and invasion of glioblastoma
**Source:** Oncogene. 2020 Jan 27;39(12):2523–38. doi: 10.1038/s41388-020-1161-3
**Supplement:** Supplementary file 10 — M&M

**Materials and Methods**

**Generation of mice and genotyping**

Transgenic *STOPFloxBmi1* mice were previously generated in our laboratory [^11^](#_ENREF_11). Activation of Bmi1 overexpression was obtained in embryos by crossing *STOPFloxBmi1* and *NestinCre* mice to generate double transgenic animals, as previously described [^11^](#_ENREF_11).

All procedures were carried out according to the Home Office Guidelines (Animals Scientific Procedures Act 1986, PPL 70/6452 and P78B6C064). Ear notches of transgenic mice and tails of transgenic embryos were digested in lysis buffer (50 mM Tris pH 8.0, 100 mM NaCl, 100 mM EDTA and 1% SDS) and Proteinase K (Biolabs) at 55°C, 700 rpm overnight, or for three hours respectively. The DNA was subsequently precipitated in isopropanol (Fisher Scientific) and dissolved in pre-warmed PCR-grade water. Genotypes of mice were determined by PCR as described previously [^11^](#_ENREF_11) [^7^](#_ENREF_7). Standard agarose gel electrophoresis was used to visualise the band of interest.

**Cultures**

Primary NSC cultures were prepared from E16.5 *STOPFloxBmi1;NestinCre* transgenic and control wild type embryos. Cerebral hemispheres were collected by brain dissection and NSC from the SVZ were isolated using a Papain dissociation kit (PDS, Worthington) and cultured as neurospheres (NS) or as adherent monolayer (adh). Primary mouse NSC were plated at 4x10^4^ mL^-1^ density and grown as NS in culture medium composed of DMEM/F12 (Invitrogen), mouse recombinant EGF (20ng/ml, Peprotech, ) and human recombinant b-FGF (20ng/ml, Peprotech, #AF-100-18B), 2% B27 (Invitrogen) and 1X Pen/Strep (Sigma Aldrich). Every 3-4 days the NS were mechanically dissociated and plated under the same conditions. For adh cultures, a single-cell suspension obtained from primary NS was plated at 10^5^ cm^-2^ density. NS were plated on to a 90 µg/mL matrigel-coated (Corning) flask or dish in culture medium.

Primary mouse *PTEN^F/F^;P53^F/F^* NSC and mGIC were obtained from Sebastian Brandner, Institute of Neurology, University College of London, UK. Deletion of *PTEN^F/F^;P53^F/F^* cassette in NSC was achieved by *in vitro* AdenoCre infection as described previously [^5^](#_ENREF_5). Primary mGIC were cultured as NS or adh monolayer in the same culture medium used for NSC. For adh mGIC, flasks or dishes were first double-coated with 0.01 mg/mL poly-L-lysine (Sigma Aldrich) in PBS for 30 minutes at room temperature, and then with 0.01 mg/mL Laminin (Sigma Aldrich) in PBS for 30 minutes at 37°C. Dissociation between passages was performed enzymatically with trypsin/EDTA (Invitrogen).

For EfnA5 pathway activation, mGIC were treated with 8µg/mL recombinant mouse EfnA5 Fc chimera (R&D Systems, #7396-EA) or IgG1 Isotype Control Clone 11711 (R&D Systems, #MAB002) pre-clustered with 4µg/mL anti-Fc (anti-mouse Alexa-546, ThermoFisher Scientific) in culture medium for 2 hours at 37°C. For prolonged assays the pre-clustered compound was refreshed every 24 hours.

To inhibit the activity of Ezh2, adh mGIC were plated at growth density with growth medium containing 5 µM Ezh2i (GSK-126, Chemietek) 24 hours prior to immunocytochemistry (ICC). Transient overexpression of JmjD3 was obtained by nucleofection (Amaxa, Lonza) of 10^6^ adh mGIC with 5 µg of FlagJmjD3LeGO-iC or control LeGO-iC (Addgene). 24 hours later, cells were fixed for ICC. For viral transduction, adh mGIC were plated at growth density in culture conditions 24 hours beforehand. Transduction was performed by adding 8 MOI of AdenoCre particles or 20 MOI of lentiviral particles containing the plasmids shBmi1 (Dharmacon, Clone Id V2LHS_48576, ), shEfnA5-32 (GeneCopoeia) or shEfnA5-34 (GeneCopoeia) overnight. shScramble and shmCherry plasmids, both containing a scramble sequence, were used as controls. Growth medium was then changed and the cells were allowed to recover before further assays were performed.

hGIC were obtained from HGCC (<http://www.hgcc.se>); they were cultured as adherent cells in Neurobasal and DMEM/F12 media (1:1 mix) containing N2 and B27 supplements (Invitrogen) and human recombinant FGF and EGF (10 ng/ml, PEPROTECH). Primaria dishes (BD Biosciences) coated with mouse laminin (Sigma-Aldrich) were used to allow adherent growth as described previously (Pollard et al., 2009). For EFNA5 pathway blockade, hGIC were treated with 4µg/mL recombinant human EFNA5 Fc chimera (R&D Systems, #374-EA-200), or EPHA4 Fc chimera (R&D Systems, #6827-A4-050) and EPHA5 FC chimera (R&D Systems, #541-A5-200), or IgG1 Isotype Control (R&D Systems, #110-HG-100), replaced daily in fresh media. For doxazosin treatment, cells were treated every other day with the stated concentration of doxazosin (Abcam, ab120754) in DMSO, with a final volume of 0.2% of complete medium. 0.2% DMSO was used as the vehicle control.

Cell lines used in this study are primary lines either derived from mouse brains or human tumours, they have been characterised by transcriptomic profiling and cultured according to best practice, including contamination-screening.

**ChIPSeq and RNASeq**

The chromatin immunoprecipitation (ChIP) assay was performed on two biological replicas of control NSC, two biological replicas of NSC Bmi1^Over^ (isolated from *NestinCre;STOPFloxBmi1*) and two mGIC [^5^](#_ENREF_5) according to previously published protocols with minor modifications [^2^](#_ENREF_2). Chromatin was sonicated to get fragments of 100 to 500 bp and immunoprecipitated with 10 µL of anti-H3K27me3 (Active Motif, #39155). ChIPSeq libraries were prepared following the Illumina protocol and ligated to standard PE adaptors and sequenced on a HiSeq2000. For RNASeq, 200 ng of total RNA was used to prepare RNASeq libraries using the TruSeq RNA kit from Illumina following the instructions provided in the supplier's manual, and sequenced on HiSeq2000. ChIPSeq and RNASeq data are available in the array express database (<http://www.ebi.ac.uk/arrayexpress/>), accession numbers will be available at time of publication.

RNASeq: Adaptor sequence and other artefacts were removed from sequence reads using the Trimgalore tool (www.bioinformatics.babraham.ac.uk/projects/trim_galore/). After trimming and quality control, reads were aligned to the mm10 mouse genome using STAR [^3^](#_ENREF_3). Further quality and biotype filtering was performed in R with NOISeq Bioconductor package [^10^](#_ENREF_10). Trimmed mean of M-values (TMM) normalization was applied to the dataset and differential expression (DE) analysis was performed using the Bioconductor package edgeR in R [^9^](#_ENREF_9), with a Quasi-Likelihood F-test (QLF) and an FDR cut-off of 0.05.

ChIPSeq: Adaptor sequence and other artefacts were removed from sequence reads using the Trimgalore tool. After trimming and quality control, reads were aligned to the mm10 mouse genome using Bowtie v2.3.4 (sourceforge.net/projects/bowtie-bio/files/bowtie2/), allowing up to one mismatch per read and discarding multi-mapped reads. Read totals after trimming and alignment varied between 14.8M and 3.5M in mGIC replicates, 6.4M and 4.5M in NSC Bmi1^Over^, 17.4M and 3.9M in NSC replicates.

After performing post-alignment quality checks, based on the number of final reads, quality scores and the analysis of fingerprint plots (not shown), we decided to discard the weakest samples and perform further ChIPSeq analysis only on one replicate per condition.

The MACS2 algorithm [^14^](#_ENREF_14) was used to call H3K27me3 peaks (subroutine *callpeak*) and perform the differential binding (DB) analysis (subroutine *bdgdiff*). The shifting model and the dynamic lambda were both disabled (as they are not recommended for histone modification analysis), the “broad mark” option was enabled and a minimum fold enrichment of 2 was selected with an FDR (--broad-cut-off) of 0.05. Finally, a minimum length of differential regions of 250 bp and a maximum gap (to merge nearby regions) of 200 bp were considered, in concomitance with a log likelihood ratio cut-off of 2 to call differential regions between conditions.

The Bioconductor package GenomicRanges [^6^](#_ENREF_6) was used to find overlaps of peak genomic coordinates between different conditions, i.e. mGIC vs NSC, or mGIC vs NSC Bmi1^Over^, whereas ChIPSeeker [^12^](#_ENREF_12) was used for the peak annotation and the promoter characterisation within 5 Kb.

RNASeq/ChIPSeq combined analysis: Because we would expect to see reduced expression of a gene harbouring an H3K27me3 peak in a promoter proximal region, we identified peaks in NSC, NSCBmi1^Over^ and mGIC datasets that showed significantly reduced gene expression at the locus containing an H3K27me3 peak and defined these peaks “expression concordant”. To characterize orthologous genes between murine and human datasets, biomaRt package in R was used [^4^](#_ENREF_4).

Hierarchical Clustering and Heatmaps: Clustering and heatmap generation for gene expression data and H3K27me3 peaks were performed using various packages in R such as gplots and RColorBrewer (<https://cran.r-project.org/>) and the Python suite deepTools v. 3.1.3 [^8^](#_ENREF_8).

Pathway analysis: We used Ingenuity Pathway Analysis (Qiagen, <https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis/> ) to analyse pathways and networks that showed significant enrichment in the various gene sets generated by our analysis. The enrichment for each term was tested using hypergeometric distribution and p-values were corrected using an FDR procedure. All terms with a FDR <0.05 were considered enriched.

RMA log2 transformed signal intensity values were downloaded from the HGCC database website (hgcc.se). Pearson correlation coefficients and relative p-values were calculated using GraphPad Prism 7.

A schematic for the generation of the contingency tables in Fig.7A is shown in Fig.S7B. Ranges of expression for both BMI1 and EFNA5 were determined, separately for each single-cell RNASeq dataset analysed. The first quartile was chosen as the cut-off to define the “low expression” and “high expression” segments. Analysis with other cut-off values such as 15% and 50% (median) was also performed and the outcome did not show a significant difference (data not shown). Four regions of expression, each with a different BMI1/EFNA5 profile, can be obtained by combining the “low” and “high” segments for both genes. A contingency table with the counts for all regions was created for each dataset and both Fisher’s and Barnard’s exact tests were applied, to determine whether the distribution of counts among the aforementioned regions was non-random.

R v. 3.5.1 was used to run all aforementioned packages whereas Python v. 2.7.15 was used for MACS2 and deepTools routines.

**Western Blot**

Protein homogenates were obtained using RIPA buffer containing protease cocktail inhibitors (Santa Cruz Biotechnology). Protein concentration was determined by BCA assay (Pierce) and an equal amount (10-60µg) was loaded into a NuPAGE Novex 3-8% Tris-Acetate or a 4-12% Bis-Tris protein gel (ThermoFisher Scientific). Proteins were separated by SDS-PAGE and blotted onto a nitrocellulose membrane (Whatman). Membranes were blocked with 5% non-fat dried milk (Santa Cruz)-0.1% TWEEN-PBS and incubated with the primary antibody diluted in blocking solution according to each antibody’s recommendation: anti-Bmi1 (1:1000, mouse monoclonal Millipore, Clone F6, 05-637), anti-H3K27me3 (1:5000, rabbit polyclonal Millipore, 07-449), anti-EFNA5 (1:400, mouse monoclonal NOVUS Biologicals, Clone 1F12, H00001946-M01), anti-Tubulin (1:10000, mouse monoclonal Sigma Aldrich, T6199), anti-GAPDH (1:1000, mouse monoclonal Sigma, Clone 71.1, g8795), anti-H3 (1:50000 rabbit polyclonal Millipore, 07-690), anti-EphA2/A3/A4 (1:500, Abcam, ab196899), anti-Phospho-EphA2/A3/A4 (1:500, Abcam, ab62256), anti-ERK1/2 (1:1000, Cell Signalling Technology, 4695), anti-Phospho-ERK1/2 (thr202/Tyr204) (1:1000, Cell Signalling Technology, 4370). Membranes were then incubated with the peroxidase-conjugated mouse secondary antibody 1:5000 or rabbit secondary antibody 1:10000 (GE Healthcare, NA931V and NA934V respectively) and visualised on a film using ECL kit (GE Healthcare). Quantification of protein expression was performed by densitometric analysis and normalised with ImageJ software.

**Immunocytochemistry**

Adh mGIC were plated as a monolayer on coated coverslips. After fixation with 4% PFA (Sigma Aldrich) and permeabilisation with 0.1% TritonX-PBS (Sigma Aldrich), cells were blocked with 10% NDS (normal donkey serum, Millipore) / PBS and incubated overnight at 4°C with the primary antibodies: phalloidin (Phall-488 1:400, ThemoFisher Scientific, A12379), GFAP (1:500, rabbit polyclonal Dako Denmark, Z0334), Nestin (1:500, mouse monoclonal, Chemicon, MAB353). Coverslips were mounted with Vectashield mounting medium with DAPI (Vector Laboratories). The staining was developed using Alexa fluorescent conjugated secondary antibodies (ThemoFisher Scientific) and images were acquired using a Leica DM5000 Dual Camera Epifluoresence microscope. For phalloidin intensity measurements, the outline of positive cells was manually traced for ten randomly selected areas for each condition, and then staining intensity (integrated density) was measured for each cell with ImageJ software. Background was subtracted and resulting values were normalised against the control condition and expressed as a fold change. Statistical analysis (one-way ANOVA) was performed with GraphPad software. For cellular process length measurements, 10 random high power fields were captured for each condition and all cell processes (yellow arrowheads in Fig. 4A highlight example processes) were measured manually with ImageJ for each field. Measurements were taken in pixels then converted to µm using magnification properties of objectives used. Length values were then averaged for each condition, and are expressed as a fold change of the control condition. Statistical analysis (one-way ANOVA) was performed with GraphPad software.

For hGIC, shScramble or shBMI1 transduced cells were plated at growth density. After five days of daily treatment with 4ug/ml of recombinant mouse proteins (see above for details) cells were then fixed, blocked in 10% normal donkey serum (NSD, Millipore) and Tween20 (0.1%) in PBS. Primary antibody incubation with anti-Eph receptor A2/3/4 (Abcam, ab62256, 1:500) for 3 hours was followed by 1 hour incubation with AlexaFluor-546 (ThermoFisher). Coverslips were mounted with Vectashield mounting medium with DAPI (Vector Laboratories). Images were acquired using a Zeiss 710 confocal microscope and pictures were analysed with ImageJ software. Investigators were blinded to the group allocation during the analysis.

**EdU staining**

The Click‐iT® EdU Alexa Fluor® 594 Imaging Kit (ThermoFisher) was used to assess EdU incorporation following manufacturer’s instruction. Briefly, transduced hGIC were seeded on polylysine-coated coverslips in triplicates. The following day, cells began daily treatment with recombinant proteins (see above for details) for five days. On the fifth day, cells were treated with 10µM of EdU for three hours before being fixed in 4% paraformaldehyde (PFA), washed, blocked and incubated with Click‐iT® reaction cocktails containing Alexa Fluor® azide. Five representative images (40X magnification) of each sample were captured using a Zeiss 710 Confocal Microscope. The percentage of positive nuclei was calculated as the ratio between EdU‐positive cells and the total number of nuclei counted using ImageJ software.

**Cloning**

To overexpress JmjD3 in our cultures, the cassette FlagJmjD3 from the plasmid pCDNA-FlagJmjD3 (gift of Giuseppe Testa, IEO, Italy) was cloned into the lentiviral plasmid LeGO-iC (Addgene, #27362) for the production of lentiviral transducing particles (see below). Both plasmids were digested with BamHI-HF and NotI-HF restriction enzymes (New England Biolabs). The insert (FlagJmjD3) and the backbone were ligated at a 1:3 molar ratio with the T4 ligase enzyme (New England Biolabs) overnight at 16°C. Afterwards, TOP-10 bacteria one shot chemical competent cells (Invitrogen) were transformed with the ligation mixture according to the manufacturer’s instructions. Successful ligation was tested by BamHI-HF and NotI-HF restriction digestion of plasmid DNA (FlagJmjD3LeGO-iC) extracted from positive colonies and mutations were excluded by Sanger sequencing with four pairs of primers (F1 5’-CCTATTGACTGAGTCGCCCGGATC-3’, F2 5’-CAGCAGTAGCAGTAACAACAC-3’, F3 5’-AGTCCTGCATCAGGTGCTAC-3’, F4 5’-GCTAAATACGCACAGTACCAGG-3’, R1 5’-AATGGTCAGCGCCAGGAATG-3’, R2 5’-AGATGACGAGGAAACCGAGG-3’, R3 5’-TCACTCTCCCTCTCCTCCTG-3’, R4 5’-GAAGCCGCTTGGAATAAGGC-3’). Results were aligned to the mouse JmjD3 (KDM6B) sequence (genome assembly GRCm37) available on the NCBI BLAST website (<http://blast.ncbi.nlm.nih.gov/Blast.cgi>).

**Lentiviral production**

Second generation lentiviral particles were produced to deliver the following plasmids: FlagJmjD3LeGO-iC, shScramble, shBmi1, shmCherry, shEfnA5-32, shEfnA5-34, and Luciferase. 4-5x10^5^/cm^2^ HEK 293T cells were transfected with the lentiviral plasmids pCMV-G, pCMV-HIV1 and the plasmid of interest. After 48 hours in culture, the supernatant was collected, cell debris were removed by filtration (0.45 PVDF filter, Sartorius) and the lentiviral particles were precipitated with polyethylene glycol (Sigma Aldrich) and stored at at 4°C for 16 hours-4 days. Lentiviral particles were concentrated by centrifugation (30 minutes, 1500xg, 4°C), resuspended in sterile PBS and stored at -80°C.

Transducing units were then determined by plating 0.5 x10^5^ HEK 293T cells into 12-well-dishes and exposing them to serial dilutions, 10^-1^ to 10^-5^, of the lentiviral supernatant. Cells were collected 96 hours from the transduction and the percentage of GFP- or mCherry-positive cells was determined by FACS (BD FACS Canto II or Aria III Cell Sorter). The titre in transducing units per ml (TU/ml) was calculated according to the following formula: ((% positive cells/100) x no. transduced cells)/volume of virus (mL).

**RNA extraction, RT and qPCR**

For mGIC, 5x10^5^-10^6^ cells were harvested and RNA extraction was performed using Micro or Mini RNeasy kit (Qiagen). RNA was then treated with DNaseI (Invitrogen) and 1µg was retrotranscribed with SuperScriptIII (Invitrogen). 10-20ng of cDNA template and FAM labelled probes were used to perform Taqman assay (Invitrogen). Each reaction was performed in triplicate and normalisation was carried out against the housekeeping gene Gapdh. The following Taqman probes were used for gene expression analysis: **Gapdh** (Mm99999915_g1), **Bmi1** (Mm03053308_g1), **EfnA5** (Mm01237700_m1), **Jph3** (Mm00517489_m1), **Lrfn2** (Mm01281423_m1), **Scrt1** (Mm00459966_m1), **Cpne2** (Mm00467840_m1), **EphA2** (Mm00438726_m1), **Wnt7a** (Mm00437356_m1), **Cacna1g** (Mm00486572_m1), **Grin2a** (Mm00433802_m1), **Cacna1h** (Mm00445382_m1), **Cacna1a** (Mm00432190_m1), **Eya2** (Mm00802562_m1) **Cabp1** (Mm00600215_m1).

**Chromatin Immunoprecipitation followed by qPCR (qChIP)**

ChIP experiments were performed on mGIC cultured as NS. 5×10^6^ cells were dissociated into a single-cell suspension and resuspended in 10 mL of sterile PBS. Cells were cross-linked in 1% formaldehyde (Sigma Aldrich) for 15 minutes rocking at room temperature. Reaction was quenched with 0.125 M glycine (Santa Cruz Biotechnology) for 5 minutes rocking at room temperature. The mixture was centrifuged for 5 minutes at 4°C, 2000 rpm and the pellet was washed twice with cold sterile PBS to remove any formaldehyde residue. The cell pellet was then incubated with Washing Buffer (10mM HEPES/KOH pH 7.9, 85mM KCl, 1mM EDTA, 0.5% IGEPAL, protease inhibitor cocktail) for 30 min on ice. After 5 minutes centrifugation at 4°C, 4000 rpm, the pellet containing the nuclei was incubated in Lysis Buffer (1 mM PMSF, 50 mM Tris/HCl pH 7.4, 1% SDS, 0.5% Empigen BB, 10 mM EDTA, 1X protease inhibitor cocktail Roche) on ice for 30 minutes. Chromatin was then transferred into a Bioruptor Pico Microtube (Diagenode) and sonicated with a Bioruptor machine (Diagenode) for 7 cycles, 30 seconds ON/ 30 seconds OFF to achieve an average fragment size of 100 – 1,000 base pairs (bp). Beads (Invitrogen) were blocked with 2.5 mg/mL BSA (Sigma Aldrich) and 1 mg/mL salmon sperm (Sigma Aldrich) for 2 hours rocking at 4°C**.** Afterwards, the chromatin was precleared for 2 hours at 4°C with 1 mg of blocked beads (Invitrogen). 15-20 µg of precleared chromatin were immunoprecipitated with 2.5 µg of rabbit polyclonal H3 (Abcam, #A3912) or rabbit polyclonal H3K27me3 (Millipore, #07-449) antibodies overnight rocking at 4°C. The immunocomplexes were then incubated for 3-5 hours with rocking at 4°C and with 1 mg of beads previously blocked. Bead-immunocomplexes were washed for 5 minutes, rocking at 4°C with the following buffers: Washing Buffer A (50 mM Tris pH8.0, 150 mM NaCl, 1 mM EDTA, 0.1% SDS, 1% IGEPAL, 0.5% deoxycholate, protease inhibitor cocktail), Washing Buffer B (50 mM Tris pH8.0, 500 mM NaCl, 1 mM EDTA, 0.1% SDS, 1% IGEPAL, 0.5% deoxycholate, protease inhibitor cocktail), Washer Buffer C (50 mM Tris pH8.0, 250 mM LiCl, 1 mM EDTA, 1% IGEPAL, 0.5% deoxycholate, protease inhibitor cocktail). Immunocomplexes were eluted from the beads with an incubation for 40 minutes at 65°C, 1400 rpm with Elution Buffer (1% SDS, 0.1 M NaHCO_3_) Proteins were reverse-crosslinked for 15 minutes at 37°C 650 rpm with RNaseA and degraded with Proteinase K overnight at 65°C, 650 rpm. DNA was extracted with standard phenol:chloroform:isamyl alcohol (25:24:1) precipitation and air dried. 2 µL of resuspended DNA was used to perform SYBR Green qPCR (Applied Biosystems) and determine the abundance of specific sequences within the immunocomplexes. Primers used for the EfnA5 locus: **PS3.2 Fwd** 5’-AAAGATTGCTTTTCCTTCTGAG-3’, **PS3.2 Rev** 5’-CTATCCTAGGCTAAGACACTGT-3’, **PS3.5 Fwd** 5’-ATTGCACAAGAATACTCCTTAT-3’, **PS3.5 Rev** 5’-TGACTCACTTGTACGGGAACAA-3’. H3-immunoprecipitated chromatin was used as reference for normalisation and enrichments were calculated using the ChIP‐qPCR Data Analysis ΔΔCt method. Data are shown as fold changes of the percentage of INPUT and results of at least two independent biological replicates.

**Proximity Ligation Assay, including probe generation and biotinylation**

We cloned a 578 bp region spanning chr17:62687621-62688198 for EfnA5 locus into a TOPO TA Cloning vector (Thermo Fisher Scientific, 450641) according to manufacturer's instructions. FW: ACTGGTGGGACTCTCTCAAATTT and REV: AATGACTCACTTGTACGGGAACAA were used to clone the EfnA5 locus. NEB 5-alpha Competent E. coli cells (New England Biolabs, C2987H) were used for bacterial transformation and extraction of vector DNA. 1µg of plasmid DNA was then used as template to generate a biotintylated probe using Nick Translation Kit (Roche, 10976776001) and Biotin-14-dATP (Thermo Fisher Scientific, 19524-016). Plasmid DNA was incubated with nick translation reaction mix for 2 hours at 16 °C and stored at - 20 °C after the addition of 25 µM EDTA pH 8.0.

Cells were seeded on glass coverslips at a density of 10^5^/cm^2^. Cells were then incubated in PBS 1X / Fish Skin Gelatin (FSG, Sigma G7765) supplemented with normal donkey serum at 10% and Triton-X at 0.1% for 1h RT in a humidity chamber. Slides were then dehydrated with washes of increasing ethanol percentages, 50%, 70%, 90% and 100% at RT, 10 min each. Dehydration was followed by an incubation in 1mM EDTA pH 8.0 at 40-45 °C for 20 min. Slides were incubated at 37 °C for 15 min. in 4-4.5 pH pepsin solution prepared as following: 100 mg of Pepsin (Sigma P7000), 5 mL of 1M TrisHCL pH 8.0, 2 mL of 200mM CaCl2, 2 mL of 0.5 M EDTA pH 8.0, 200µl of 5 M NaCl in a final volume of 100 mL of distilled water. Cells were then washed in PBS 1X for 5 min.

The probe was prepared in a final volume of 20 µL/slide using 2% of biotinylated probe, 1% mouse Cot-1 DNA (Thermo Fisher Scientific, 18440-016) and 70% of Hybridization Buffer: 500 µL of Formamide , 100 µL of Dextran Sulfate 50%, 100 µL of SSC 20X and 300 µL of distilled water. Probe mixture was denatured at 80 °C for 10 min. and immediately transferred to slides. Slides and probe mixture were heated once again at 80 °C for 10 min to encourage probe annealing, and then incubated overnight at 37 °C in a humidity chamber. Following overnight incubation, slides were washed 3 times in SSC 2X and 0.1% NP-40 for 15 min. and then in PBS 1X for 5 min. At this point Duolink® In Situ Far Red Kit Goat/Rabbit (Sigma, DUO92013, DUO92003, DUO92005) was used. Slides were blocked using the provided solution at RT for 45 min. and then incubated at 4 °C overnight with polyclonal rabbit anti-H3K27me3 (Millipore, 07-449) diluted 1:200 and goat anti-biotin (Vector Laboratories, SP3000) 1:200 in antibody dilution solution. The next day cells were washed 3 times in wash buffer A for 5 min. and then incubated with PLA probes PLUS and MINUS diluted 1:5 in antibody dilution solution at 37 °C for 1 hour in humidity chamber. After 3 washes in wash buffer A for 5 min. ligation was performed using ligase diluted 1:40 in ligation stock 1:5 in water at 37°C for 30 min. in humidity chamber. Slides were washed 3 times in wash buffer A for 5 min. Amplification was performed using polymerase diluted 1:80 in amplification stock 1:5 in water at 37°C for 100 min in humidity chamber. Slides were washed 3 times in wash buffer B for 10 min and then wash buffer 0.01X for 5 min. Anti-mCherry antibody (Abcam, clone 1C51, ab125096) was diluted in 0.1% BSA , 1% normal donkey serum and PBS 1X 1:250 and incubated overnight at 4°C to detect transfected cells. Slides were mounted using Vectashield mounting medium with DAPI (Vector Laboratories).

***In Vitro* Functional Assays**

*Proliferation Assay*

1x10^3^ cells of adh mGIC were seeded in each well of a 96-well plate. Using an IncuCyte ZOOM Live-Cell Analysis System (EssenBioScience), wells were scanned and imaged every 2 hours for 2 days at 4X magnification. After background and cell debris subtraction, proliferation rate was assessed with the IncuCyte ZOOM Software (EssenBioScience) as occupied area (% confluence). At least two biological replicas with three technical replicates each are shown for every experiment.

1x10^4^ cells of hGIC were seeded in each well of a 24-well plate. Cell counting was performed with Tryptan blue staining using a haemocytometer. At least two biological replicas with three technical replicates each are shown for every experiment.

*Wound Healing Scratch Assay*

5x10^4^ cells of adh mGIC were seeded per well in a 96-well plate. A scratch was then made with a WoundMaker™ 96-pin tool (EssenBioScience) and 50 µg/mL mitomycin C (Sigma Aldrich) was added to the growth medium to inhibit the cell proliferation. Images were taken every 2 hours for 16 hours at 4X magnification with IncuCyte ZOOM Live-Cell Analysis System (EssenBioScience). After background and cell debris subtraction, wound closure was determined with the IncuCyte ZOOM Software (EssenBioScience). At least two biological replicas with three technical replicas each were shown for every experiment.

*Invasion Assay*

5x10^3^ E16.5 WT NSPC or mGIC cells were resuspended with 100 µL of the collagen gel mixture (4 mg/mL of Rat Tail Collagen Type I High Concentration (Corning) and 10% MEM (Gibco)) and plated in a 96-well plate. The mixture was spun for 10 minutes at 4°C, 1000 rpm. After 30 minutes incubation at 37°C, to allow the polymerisation of the collagen, growth medium was added on top of the gel in each well. 96 hours later, cells were then fixed with 4% PFA-PBS for 30 minutes at room temperature and stained with 1 ng/mL Hoechst (Sigma Aldrich) in 1X TNE buffer (Sigma Aldrich) for one hour at room temperature. Images were taken with the INCell 2200 (GE Healthcare) and analysis of the invading nuclei was performed with Developer Toolbox software (GE Healthcare) after background subtraction. Two biological replicas with at least two technical replicas each are shown for every experiment.

*Neurosphere Formation Assay*

2.5x10^2^ mGIC were plated in each well of a 96-well plate and pictures were acquired using a Nikon Eclipse TE2000-S microscope after 96 hours in culture conditions. Neurosphere area and number were determined with ImageJ software. Two biological replicas with six technical replicas each are shown for every experiment.

**Orthotopic transplantation of GIC into NODSCID mice and bioluminescence imaging (BLI)**

All the *in vivo* procedures were carried out under Home Office approval (Animals Scientific Procedures Act 1986, PPL 70/7275 and P78B6C064). 6-12 week old NODSCID mice were anaesthetised with 6.4 µL per gram of body weight of the anaesthetic mixture (1mL of Narketan-10 (Vetoquinol), 0.5mL Rompun (Bayer) and 5.7 mL distilled water) by intraperitoneal injection. The scalp of each mouse was incised with a scalpel and the skull was exposed. 10 µl of sterile PBS containing 5x10^5^ mGIC were slowly injected with a 26 gauge Hamilton syringe needle into the right cerebral hemisphere with the following coordinates from the bregma suture: 2 mm posterior, 2 mm lateral, 4 mm deep, 10° angle. The scalp was then sutured with 4-0 Coated Vicryl Suture (Ethicon) and the mice were allowed to recover on a heat-mat. Post-operative checks were performed twice a day for five days after surgery and every day thereafter. Mice were culled when symptomatic unless otherwise stated. Tumour formation and growth was assessed by BLI for mGIC xenografts. Mice were scanned every seven days from day 26 after transplantation, using IVIS Lumina III imaging system (PerkinElmer). Mice were intraperitoneally injected with 10 µL per gram of body weight of 15 mg/mL D-Luciferin D-Luciferin (Melford Laboratories) in DPBS (Gibco) and immediately anaesthetised with isoflurane (Abbott Laboratories). Images were acquired between 10 and 25 minutes after D-Luciferin injection, luminescence was recorded with a series of three minutes scans with large binning. Total flux (p/s) was measured with Living Image 4.3.1 software. To detect a reduction of an endpoint (Cohen’s d [effect size] =2) at a statistical significance level (alpha level) of p<0.001 we estimated that 10 mice were needed per group, including mice added to compensate for anticipated losses (premature death, no graft growth, other losses [^1^](#_ENREF_1).

**Doxazosin level measurements in mice**

Drug suspension: Each 50mg of doxazosin or elacridar (Insight Biotechnology) were dissolved in warmed DMSO, the resultant suspension was then vortexed with Kolliphor HS15 after heating to 50⁰C then final injection mixture made up with warm PBS.

For experiments to determine doxazosin levels, experimental mice were subcutaneously injected with doxazosin at 50 or 100 mg/kg in 5% DMSO / 10% Kolliphor / PBS. Where concomitant doxazosin and elacridar was used, elacridar in 10% DMSO / 20% Kolliphor / PBS was administered by oral gavage four hours before doxazosin dose. 5% DMSO / 10% Kolliphor HS15 / PBS was used as a vehicle control for doxazosin and was used for a vehicle control for elacridar.

At stated time-points mice were culled with pentobarbital terminal anaesthesia and samples removed for doxazosin level assessment using published methods [^13^](#_ENREF_13). Blood was extracted by cardiac puncture and brains were removed. Blood was allowed to clot, centrifuged at 4,000 rpm for 10 min., and serum taken for analysis. Forebrain was dissected and weighed, then homogenised in PBS using a Qiagen TissueRuptor (9002757). After centrifugation, homogenate supernatant was then mixed 1:1 with chloroform, centrifuged at 15,000 rpm for 5 min. and the aqueous (top) portion was taken for drug measurement. Doxazosin levels were then analysed using liquid chromatography – mass spectrometry at the QMUL Mass Spectrometry Laboratory, Mile End, UK.

***In vivo* treatment with doxazosin**

Tumour naïve mice treated once daily for 21 days with 50mg/kg, and 12 days with 100mg/kg did not suffer any weight loss, or show any behavioural changes. For *in vivo* doxazosin treatment of tumours, 100mg/kg of doxazosin was given daily by subcutaneous injection and 100mg/kg elacridar was given by oral gavage every second or third day, 4 hours prior to doxazosin dose (for schematic see figure S8D). Mice were assigned to treatment groups keeping number of male and females in each group equal. Experimental animals (n=8 for each group) were treated with elacridar and vehicle control, or elacridar and doxazosin without blinding. Mice were culled after treatment and brains removed for histological assessment.

**Immunohistochemistry quantification**

Tumour area: Human vimentin immunohistochemistry slides were scanned on a slide scanner, then an analysis protocol was composed on Definiens software for automated area quantification. Proliferation: High powered fields were randomly captured in tumour areas (four per condition), and Ki67 positive cells were counted with ImageJ software. Investigators were blinded to the group allocation during the analysis.

**Statistical analysis**

Statistical analysis was performed using GraphPad software unless otherwise stated. Significance was determined with t-test, one-way ANOVA (with Sidak’s test) or two-way ANOVA as appropriate, unless otherwise stated, and displayed as the mean ± standard error (SEM). p < 0.05 was considered significant. Significance was indicated with asterisks: *, p < 0.05; **, p < 0.01; ***, p < 0.001; ****, p < 0.0001. At least three technical and two independent biological replicates were used in each experiments. All variables were assumed to be normally distributed unless otherwise stated. Outliers were considered those data points furthest from the median value.

**References**

1 Acquati S, Greco A, Licastro D, Bhagat H, Ceric D, Rossini Z *et al*. Epigenetic regulation of survivin by bmi1 is cell type specific during corticogenesis and in gliomas. Stem cells (Dayton, Ohio) 2013; 31: 190-202.

2 Cuddapah S, Jothi R, Schones DE, Roh TY, Cui K, Zhao K. Global analysis of the insulator binding protein CTCF in chromatin barrier regions reveals demarcation of active and repressive domains. Genome Res 2009; 19: 24-32.

3 Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S *et al*. STAR: ultrafast universal RNA-seq aligner. Bioinformatics (Oxford, England) 2013; 29: 15-21.

4 Durinck S, Spellman PT, Birney E, Huber W. Mapping identifiers for the integration of genomic datasets with the R/Bioconductor package biomaRt. Nat Protoc 2009; 4: 1184-1191.

5 Jacques TS, Swales A, Brzozowski MJ, Henriquez NV, Linehan JM, Mirzadeh Z *et al*. Combinations of genetic mutations in the adult neural stem cell compartment determine brain tumour phenotypes. The EMBO journal 2010; 29: 222-235.

6 Lawrence M, Huber W, Pages H, Aboyoun P, Carlson M, Gentleman R *et al*. Software for computing and annotating genomic ranges. PLoS Comput Biol 2013; 9: e1003118.

7 Marino S, Vooijs M, van Der Gulden H, Jonkers J, Berns A. Induction of medulloblastomas in p53-null mutant mice by somatic inactivation of Rb in the external granular layer cells of the cerebellum. Genes & development 2000; 14: 994-1004.

8 Ramirez F, Ryan DP, Gruning B, Bhardwaj V, Kilpert F, Richter AS *et al*. deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic Acids Res 2016; 44: W160-165.

9 Robinson MD, McCarthy DJ, Smyth GK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics (Oxford, England) 2010; 26: 139-140.

10 Tarazona S, Furio-Tari P, Turra D, Pietro AD, Nueda MJ, Ferrer A *et al*. Data quality aware analysis of differential expression in RNA-seq with NOISeq R/Bioc package. Nucleic Acids Res 2015; 43: e140.

11 Yadirgi G, Leinster V, Acquati S, Bhagat H, Shakhova O, Marino S. Conditional activation of Bmi1 expression regulates self-renewal, apoptosis, and differentiation of neural stem/progenitor cells in vitro and in vivo. Stem cells (Dayton, Ohio) 2011; 29: 700-712.

12 Yu G, Wang LG, He QY. ChIPseeker: an R/Bioconductor package for ChIP peak annotation, comparison and visualization. Bioinformatics (Oxford, England) 2015; 31: 2382-2383.

13 Zhang P, de Gooijer MC, Buil LC, Beijnen JH, Li G, van Tellingen O. ABCB1 and ABCG2 restrict the brain penetration of a panel of novel EZH2-Inhibitors. Int J Cancer 2015; 137: 2007-2018.

14 Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE *et al*. Model-based analysis of ChIP-Seq (MACS). Genome Biol 2008; 9: R137.

How the deposited data were processed for this re-analysis (not part of the article)

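Gene expression was measured by RNASeq in 2 cultures of NSC and 2 cultures labelled NSC Bmi1 Over, and H3K27me3 by ChIPSeq in 1 library of each. The labels give the cultures as wild type and as carrying the Bmi1 transgene. The mGIC samples were not analysed here.

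For RNASeq, the authors trimmed the reads with Trim Galore, aligned them to mm10 with STAR and deposited the counts of reads per gene, without normalisation. These counts come before the biotype filtering named in the methods of the paper. Each file opens with the reads that were unmapped, mapped to several places, fell in no gene or were ambiguous. These reads stayed out of library sizes and tests, which left between 65.9% and 72.2% of all reads counted on genes. For ChIPSeq, the authors aligned the reads with Bowtie, kept a single library per condition and called broad peaks with MACS2, so that peaks were called per library and not on pooled samples. The differential binding analysis of the paper was not repeated, as it needs the signal along the genome. In the deposited peak lists, the authors give for each peak a fold enrichment (a ratio to MACS2's background) and the −log10 of its p-value and q-value. The deposited display score of each peak was not used.

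Of the 50686 gene identifiers in the count files, 50462 matched GENCODE vM21, which uses the build of the files. Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and peaks in Python 3.11.15. In the main setting, unstranded counts of the 15521 genes kept by edgeR's filterByExpr were normalised by TMM and fitted with edgeR's quasi-likelihood model without a term for the replicate number, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called. The standard error was derived from the log2 fold change and the F statistic. The TMM factors lay between 0.932 and 1.08. The biological coefficient of variation was 12.9%. The 3 lists of genes defined by promoter peaks were tested with camera at a preset correlation of 0.01, with p adjusted over the 3 lists in each setting (an adjustment made after the unadjusted p had been seen), and set beside 10000 random lists matched on mean expression in 20 bins. A promoter was the window within 5 kb of any annotated TSS of a protein-coding gene, and peaks were shared when they overlapped by at least 1 bp. Intervals on shares of peaks are 95% Wilson intervals and cover counting error only.

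Counted reads ranged from 18112100 to 61353076 per library. The steps were tested on simulated counts drawn from the means and sizes of these 4 libraries, with 200 genes changed. The simulated genes varied independently of each other, and only genes with a mean of at least 1 CPM were changed. The rates that follow therefore leave out any factor that shifts many genes of a culture together. For the comparison of the libraries labelled NSC Bmi1 Over with NSC, over 15285 simulated genes, 82% of the genes changed 2-fold and 100% of those changed 4-fold were called, and 8.54% of the calls were false. The peak lists do not give the depth of the ChIPSeq libraries, and the paper's read totals are not assigned to the libraries that were kept.

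The genes named in the text were fixed by rule before the data were examined. They were the 13 genes of Fig. 1g, a Polycomb list, Cdkn2a and Cdkn1a. The Polycomb list held Bmi1, Ezh2, Suz12, Eed and Rnf2, and also Kdm6b, which encodes a demethylase that opposes Polycomb silencing. The rule also took the 5 called genes with the largest log2 fold change in each direction. To enter, a called gene needed a mean of at least 1 CPM, a symbol and no overlap between the groups. Other lists written then, for ephrins and Eph receptors, sex, neural stem cells, neurons, astrocytes, oligodendrocytes, mesenchymal cells, microglia, endothelial cells and erythroid cells, are summarised. Of the peaks, the 3 widest of each list that overlap no peak of the other and those at Efna5 are named.

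The alternatives set at that same time were DESeq2's Wald test, DESeq2's size factors, library size alone, other filters on low counts, the sum of the stranded columns, protein-coding genes only, the replicate number as a block, leaving out each culture in turn, fry and camera with an estimated correlation for lists, and for peaks stricter fold, q and length limits, another overlap and a promoter window of 1 kb. A correction for GC content and gene length, thinning of the libraries to 18112100 reads, and a minimum fold of 5 for peaks were added after the data were seen. With groups of 2, other splits of the samples were not counted.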

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

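The GC and length correction, the thinning and the comparison of differences within groups were chosen after the number of called genes was seen, whereas the gene lists for sex and cell types and the scalings were set earlier. The paper does not report the comparison of NSC Bmi1 Over with NSC, and the libraries labelled NSC Bmi1 Over differed from NSC at 334 of 15521 genes (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), which is why the result is listed here. Of these genes, 315 were higher and 19 lower in the libraries labelled NSC Bmi1 Over. This direction rests on the labels, because reads counted on the mouse *Bmi1* gene were not raised in them. All 334 had no overlap between the groups. Of all tested genes, 59% had none, where chance gives 33.3%. Of the 334 called genes, 179 had a log2 fold change beyond 1 in either direction, and 35 of the genes that were higher had an H3K27me3 promoter peak in NSC.

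By the rule for named genes, the largest log2 fold changes upwards were those of *Gm10800* (4.88, standard error 0.91), *Ccn2* (3.88), *Ecm2* (2.82), *P2rx1* (2.71) and *Pf4* (2.68). The largest downwards were those of *Arrdc4* (−1.26), *Nebl* (−1.11), *Gm37608* (−1.02), *Aldh1l1* (−0.86) and *Dbx2* (−0.86). The adjusted p of these 10 genes lay between 0.00316 (*Ccn2* and *Ecm2*) and 0.0494 (*Arrdc4*) in edgeR's test. Single libraries weigh most on *Gm10800*, *P2rx1* and *Arrdc4*. With a culture left out, *Ccn2*, *Ecm2*, *Pf4* and *Nebl* also moved by more than the spread between replicates, but kept their sign. Without NSC Bmi1 Over replicate 2, *Gm10800* fell to 2.96. Without NSC replicate 1, *P2rx1* fell to 1.95 and *Arrdc4* was −0.76, and without NSC replicate 2 *P2rx1* rose to 4.10. *Arrdc4* was also no longer called under 4 of the alternatives.

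The tables argue against several technical explanations as the whole cause. *Xist* was at 4265 to 5182 CPM in the 4 libraries, with a log2 fold change of 0.16 between the groups, and each of the 4 Y genes listed had at most 1 count in any library, which argues against a difference in sex. The mesenchymal, microglial, endothelial and erythroid markers listed reached at most 2.56 CPM of the counted reads in any library, and none was called. This argues against a large share of cells expressing these markers. At an unadjusted p under 0.05 there was 1 such marker, of the endothelial list. Only 2 mesenchymal, 3 endothelial, 1 erythroid and 0 microglial markers had enough reads to test. Cells that lack the listed markers, or another state of the same cells, are not covered by these lists. After the correction for GC content and gene length, 89.3% of 589 called genes were higher, and after thinning every library to the shallowest, 90.4% of 479 were, so neither explains the predominance of higher genes as its whole cause. With DESeq2's size factors in place of TMM, 95.1% of 244 called genes were higher. With library size alone, which moved the median log2 fold change of all genes to −0.165, 64.4% of 537 were higher, so the size of the predominance depends on the scaling although its direction did not.

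One explanation stays open with values in its favour. Across the tested genes, the difference between the 2 NSC cultures (replicate 2 minus replicate 1) correlated with the difference between the groups at r = 0.431, where 100 simulations with no difference gave between −0.0653 and 0.00179. For the 2 cultures labelled NSC Bmi1 Over the value was 0.119, against −0.187 to −0.124 in the simulations. Genes are not independent replicates, so r describes these libraries only. A graded factor of the cultures, such as passage, density or growth as spheres or as a layer, may therefore contribute to the group difference, as the wild-type cultures already part along the same genes. The unmapped share and the share of the 10 most abundant genes order the libraries the same way, from NSC replicate 1 (11.2% and 5.23%) to NSC Bmi1 Over replicate 2 (17.6% and 10.1%). Whether a technical difference in RNA or library preparation underlies this was not tested. The transgene itself also stays open, and the design with 2 cultures per group holds no variable that would part it from such a factor.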

How the results depend on the processing

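The GC and length correction, thinning to the shallowest library and the minimum fold of 5 for peaks were chosen after seeing the data, and the other alternatives before. The number of called genes, 334 of 15521 in the main setting, depended on the test, the filter and the scaling. It was 1426 with DESeq2's Wald test and 2356 with edgeR's test, both fitted to the 28541 genes with at least 1 count in any library. DESeq2 by default leaves genes with low counts out of its adjustment, so these settings differ in more than the test. The number was 537 with library size alone and 589 with the GC and length correction, and between 244 and 479 otherwise without the block. The share that was higher was 94.3%, and 85.1%, 80.3%, 64.4% and 89.3% in these settings. Where causes are not named, the cause was not tested.

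With the replicate block, 3459 genes were called, of which 70.3% were higher, and 3187 with the block and the GC and length correction. All 334 genes were among them in both. The labels give both groups replicate numbers 1 and 2 but name no shared origin, so the samples share only a number. Across genes, the difference between replicates 1 and 2 of NSC correlated with that of the libraries labelled NSC Bmi1 Over at r = 0.169, against −0.026 to 0.0392 in simulations. Under the block, *Efna5* passed the threshold with a log2 fold change of 1.16 (1.19 with the GC and length correction), and 4 of the 13 genes of Fig. 1g passed over all genes and 6 adjusted over the list alone. The calls of the gene lists for promoter H3K27me3 did not change. The 4 genes were *Epha2*, *Efna5*, *Cacna1a* and *Cacna1h*, and *Rnf2* and *Cdkn2a* passed as well.

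*Bmi1* stayed below 0 and uncalled in all 11 alternatives, and below 0 with each culture left out. *Efna5* stayed above 0, and besides the block it passed the threshold only when edgeR tested genes with any count (1.15). In that setting the adjusted p of *Arrdc4* fell from 0.0494 to 3.74e-11 in edgeR's test, at a log2 fold change of −1.29. That of *Bmi1* rose from 0.463 to 0.628. As p there shifts widely at nearly unchanged fold changes, this pass is weak support. The log2 fold change of *Efna5* was 1.01 to 1.29 across the 4 fits that each left out one culture, the lowest without NSC Bmi1 Over replicate 2. Of the 13 genes, 2 passed with DESeq2 and 4 when genes with any count were tested (6 over the list alone). For the 28 other named genes, 289 results under alternatives were unchanged in direction and call, 12 became called and 4 lost their call, all 4 for *Arrdc4*. None reversed. With one culture left out, 20 of their values moved by more than the spread between replicates and 92 did not. No count of called genes was made there, since 1 culture remained in a group.

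The genes gaining the promoter mark had a median of −0.122, but 0.152 with promoters within 1 kb and 0.215 with peaks of fold at least 5, past the threshold in both (adjusted p = 0.0118 and 0.0437 from camera on the edgeR model, range over the alternatives 0.0118 to 0.803). With one culture left out it was −0.219 to 0.049. With 23 tested genes, this list is small. The genes losing the mark had a median of 0.136, not past the threshold, which became 0.197 and past it with promoters within 1 kb (adjusted p = 0.0118 from camera on the edgeR model, range over the alternatives 0.0118 to 0.574), and 0.0845 and not past it with peaks of fold at least 5 (adjusted p = 0.33 from the same test). With one culture left out it was 0.037 to 0.198, the lowest without NSC Bmi1 Over replicate 2.

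A fold of at least 3 removed no peak, so that this planned limit tested nothing. With −log10 q of at least 3, 5188 NSC and 3654 NSC Bmi1 Over peaks remained, 1277 NSC genes were marked, 639 of them in NSC alone, and 2 NSC and 2 NSC Bmi1 Over peaks stayed near the TSS of *Efna5*. With peaks of at least 1000 bp, 1919 and 1101 peaks remained, 871 and 342 genes were marked, 342 in both, 529 in NSC alone and 0 in NSC Bmi1 Over alone, and near the *Efna5* TSS 2 NSC and 0 NSC Bmi1 Over peaks stayed (0 bp within the gene in the latter). With a fold of at least 5, 1413 and 2715 peaks remained, reversing which list is longer, 688 and 570 genes were marked, 487 in both, 201 in NSC alone and 83 in NSC Bmi1 Over alone, 53.5% of NSC peaks were shared, and 1 NSC and 2 NSC Bmi1 Over peaks stayed near the *Efna5* TSS. A fold is relative to the background of its own library, so an equal limit is not an equal signal. With an overlap of 50% of the peak, 8.8% of NSC peaks were shared. Over all annotated genes, 3200 and 1659 genes were marked, 1556 in both, 1644 in NSC alone and 103 in NSC Bmi1 Over alone. With promoters within 1 kb, 25 genes were marked in NSC Bmi1 Over alone. The paper's ChIPSeq read totals are 17400000 and 3900000 for the 2 NSC replicates and 6400000 and 4500000 for those of NSC Bmi1 Over, and the replicate that was kept is not named. If it was the deeper one of each, the longer NSC list rests on more reads, and the unknown depth limits every comparison of the numbers of peaks. For *Efna5*, at 31 to 185 reads per library, the depth limits the precision of the fold change.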

Differences from the paper's values

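The only value in the paper's text that was also computed here, the length of 578 bp of the region cloned for the PLA probe, did not differ. By their primers, the 2 qChIP amplicons of *Efna5* lie between 193239 and 193695 bp downstream of the annotated TSS, further than the positions drawn in Fig. 2d.

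The paper describes the NSC Bmi1 Over cultures as having increased levels of Bmi1. In the RNASeq libraries with that label, the log2 fold change of reads counted on the mouse *Bmi1* gene was −0.15 against NSC. It is not known whether reads of the transgene are among them. None of the 8 alternatives set before the data were examined gave a positive value (from −0.30 to −0.15). Nor did leaving out each culture in turn.

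In Fig. 1g, which shows qPCR in biological replicas, the direction of NSC Bmi1 Over against NSC was read by eye for the 13 genes. Of the 11 genes that could be compared, 7 had the same direction in the RNASeq libraries and 4 did not. Of the 2 left out, *Lrfn2* had too few reads, and *Efna5* is level in the figure but had a log2 fold change of 1.17, which passed the threshold over the list alone and, over all genes, under 2 of the 8 alternatives. The 4 were *Epha2*, which is lower in the figure and had a log2 fold change of 1.26, and *Cpne2*, *Jph3* and *Cabp1*, which are higher in the figure and had log2 fold changes of −0.16, −0.26 and −0.42. Of the 4, only *Epha2* passed the threshold in the RNASeq libraries, and the 8 alternatives left these directions unchanged. Leaving out NSC Bmi1 Over replicate 1 turned *Jph3* to 0.18, which is the direction of the figure, and turned *Scrt1* to 0.02 and *Eya2* to −0.14, away from it. Leaving out NSC Bmi1 Over replicate 2 gave −1.05 for *Jph3*, −0.72 for *Cabp1* and −0.07 for *Cpne2*, so their sizes depend on single libraries.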

Other observations

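The tests of swapped libraries, of overlapping genes, of transgene reads, of the X chromosome, of repeats and of *Gm10800* were chosen only after the pattern each concerns was seen, whereas the gene lists were set earlier. Reads counted on *Bmi1* were not higher in the libraries labelled NSC Bmi1 Over, and the highest of the 4 libraries was 1.18 times the lowest. Raised *Bmi1* in a swapped library would show only if reads of the transgene are counted on the mouse gene, so a swap of libraries between the groups cannot be told apart from correct labels. In GENCODE vM21, 0 annotated genes overlap the exons of *Bmi1*, which argues against reads lost to an overlapping gene. Of the 50686 identifiers in the count files, 224 are not in this annotation, so it is not exactly the set that was counted. Whether reads of the transgene were left uncounted cannot be told apart from other differences between the groups. The unmapped share was 4.44 percentage points higher on average in the libraries labelled NSC Bmi1 Over, but with *Bmi1* at 112.6 to 133.3 CPM reads of a transgene at a similar level would be too few to move this share visibly, so it decides nothing, and the unmapped reads were not examined. A wrong label of single libraries without a swap, loss of expression in culture and a change of protein without a change in transcript were not tested.

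Of the 12 tested genes of the 13 in Fig. 1g, 8 were higher in the libraries labelled NSC Bmi1 Over and 4 lower. Over all genes tested, 1 passed the threshold, *Epha2* (log2 fold change 1.26, standard error 0.20, adjusted p = 0.0307 from edgeR, higher in both libraries), and adjusted over the list alone 3 passed, *Epha2*, *Efna5* and *Cacna1h* (0.52). With NSC Bmi1 Over replicate 1 left out, the directions of *Jph3* (0.18), *Scrt1* (0.02) and *Eya2* (−0.14) changed. *Cacna1h* stayed above 0 with each culture left out in turn, but ranged from 0.32 without NSC Bmi1 Over replicate 2 to 0.71 without replicate 1. *Lrfn2* had too few reads, with at most 5 counts in any library. Of these genes, *Efna5*, *Cacna1g*, *Scrt1* and *Eya2* had promoter H3K27me3 in both peak lists and *Jph3* in NSC only. Of the 22 ephrin and Eph receptor genes, 20 were tested with a median log2 fold change of 0.54 under TMM. Past the threshold were *Epha2* and *Ephb4* (0.97, adjusted p = 0.0132 from edgeR), and adjusted over the list alone 10 were. *Epha2* and *Efna5* belong to both lists.

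*Kdm6b* encodes JmjD3. In the libraries labelled NSC Bmi1 Over, whose *Bmi1* counts were not raised, its log2 fold change was −0.29 (standard error 0.19, adjusted p = 0.361 from edgeR). The log2 fold change of *Ezh2* was −0.07 (standard error 0.13, adjusted p = 0.764 from edgeR). That of *Kdm6b* was −0.04 without NSC Bmi1 Over replicate 1 and −0.60 without replicate 2, so it depends on single libraries. *Cdkn2a* had a log2 fold change of −0.48 (standard error 0.16, adjusted p = 0.116 from edgeR), and passed when adjusted over the list alone, with *Cdkn1a* (−0.19) the other gene of the list. Over the 6 genes of the Polycomb list, which includes *Kdm6b*, the median log2 fold change was −0.13. It was −0.17 over the 10 neural stem cell genes. In both lists none was called over all genes or adjusted over the list alone. At an unadjusted p under 0.05 there were 1 and 2 genes, in that order. Of the 7 neuronal genes tested, with a median of −0.07, *Syt1* was called (2.18). Of the 6 astrocyte genes, with a median of −0.17, *Aldh1l1* was called, and 2 were when adjusted over the list alone. The oligodendrocyte list had a median of 0.18, the mesenchymal list −0.53 over 2 tested genes, the endothelial list 0.57 over 3, the erythroid list 0.30 over 1 and the sex list 0.16 over 1, with none called over all genes or adjusted over the list alone, and 1, of the endothelial list, at an unadjusted p under 0.05. No microglial gene had enough reads to test.

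Peaks on chromosome X made up 26.6% of the NSC list (95% Wilson interval 25.9% to 27.4%) and 13.9% of the NSC Bmi1 Over list (13.1% to 14.7%). Among the 6810 strongest NSC peaks, as many as the other list holds, the share was 18.5% (17.6% to 19.4%). With a −log10 q of at least 3 it was 15% in NSC and 7.25% in NSC Bmi1 Over. With peaks of at least 1000 bp it was 3.6% in NSC and 0.182% in NSC Bmi1 Over, so both limits left it higher in NSC. Among peaks with a fold of at least 5, a limit added after the data were seen, it was no longer higher in NSC. It was then 4.18% in NSC (3.25% to 5.35%) and 5.75% in NSC Bmi1 Over (4.93% to 6.69%). As these values go opposite ways, a lower limit for calling peaks in NSC cannot be told apart from another difference between the libraries, such as read depth. The X peaks were short in both lists. Their median length was 281 bp in NSC, against 401 bp on its autosomes, and 244 bp in NSC Bmi1 Over, against 411 bp. With 1 library per condition, no biological explanation was tested. All 4 RNASeq libraries expressed *Xist*.

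The 20 peaks of highest fold in each list all overlapped a peak of the other. Repeats covered a median of 75.5% of these peaks in NSC Bmi1 Over and 49.6% in NSC, against 12.8% and 14% of all peaks, so repeated sequence that gathers reads may be behind them. In both lists 2 of the 3 highest lie at *Gm10800* and *Gm10801* on chromosome 2. *Gm10800* was also the gene with the largest log2 fold change named above, with 4 and 2 reads in NSC and 15 and 289 in the libraries labelled NSC Bmi1 Over. Repeats cover 99.1% of its exons, against a median of 10.1% over the tested genes, and its change may therefore reflect reads of a repeated sequence.

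The 2 qChIP amplicons of *Efna5*, placed by matching their primers in the supplement to the gene, lie on chromosome 17 from 62687957 to 62688079 (PS3.2) and from 62687623 to 62687727 (PS3.5), within the region cloned for the PLA probe. They overlapped no peak of either list.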
